# AP-1 Transcription Factors, Mucin-Type Molecules and MMPs Regulate the IL-11 Mediated Invasiveness of JEG-3 and HTR-8/SVneo Trophoblastic Cells

**DOI:** 10.1371/journal.pone.0029745

**Published:** 2012-01-03

**Authors:** Pankaj Suman, Geeta Godbole, Ravi Thakur, Diana M. Morales-Prieto, Deepak N. Modi, Udo R. Markert, Satish K. Gupta

## Abstract

This study examines the IL-11 mediated activation of downstream signaling and expression of effector molecules to resolve the controversies associated with the IL-11 mediated regulation of the invasiveness of two commonly used trophoblastic cell models viz. JEG-3 and HTR-8/SVneo cells. It has been reported that IL-11 increases the invasiveness of JEG-3 cells while, reduces the invasiveness of HTR-8/SVneo cells. Invasion assay performed simultaneously for both the cell lines confirmed the above findings. In addition, HTR-8/SVneo cells showed a higher basal invasiveness than JEG-3 cells. Western blot showed the IL-11 mediated activation of STAT3(tyr705) and STAT1(tyr701) in both the cell lines. However, IL-11 activated the ERK1/2 phosphorylation in JEG-3 cells but, inhibited it in HTR-8/SVneo cells. Within 10 min of IL-11 treatment, p-STAT3(tyr705) was localized inside the nucleus of both the cell lines but, there was enhanced co-localization of protein inhibitor of activated STAT1/3 (PIAS1/3) and p-STAT3(tyr705) in HTR-8/SVneo cells and not in JEG-3 cells. This could be reason for the poor responsiveness of STAT3 responsive genes like mucin 1 (*MUC1*) in HTR-8/SVneo cells and not in JEG-3 cells. Further, microarray analysis of the IL-11 treated cells revealed differential responsiveness of JEG-3 as compared to HTR-8/SVneo cells. Several family of genes like activator protein-1 (AP-1) transcription factors (*Jun* and *Fos*), mucin-type molecules, *MMP23B* etc showed enhanced expression in IL-11 treated JEG-3 cells while, there was no response or decrease in their expression in IL-11 treated HTR-8/SVneo cells. Expression of these molecules was confirmed by quantitative RT-PCR. In addition, HTR-8/SVneo cells also showed a significant decrease in the expression of *MMP2*, *MMP3* and *MMP9* upon IL-11 treatment. Hence, IL-11 mediated differential activation of signaling and expression of effector molecules is responsible for the differential invasive response of JEG-3 and HTR-8/SVneo cells.

## Introduction

Invasion of trophoblast cells is one of the critical events associated with the embryo implantation as it helps in establishing the exquisite contact between the fetus and the maternal circulation. Aberration in invasive behavior of the trophoblast cells may lead to several pathological conditions which may range from pre-eclampsia (due to shallow implantation) to placental bed tumors (due to excessive invasion) [1], [2]. Several cytokines and growth factors present at the implantation site regulate the spatial and temporal invasion of the trophoblast cells either by acting in autocrine or paracrine manner to achieve successful conception [3].

IL-11, a member of the IL-6 family, is present at the site of implantation and has been observed to be indispensable for the embryonic development [4]. The IL-11 receptor α (IL-11Rα) knockout female mice, are infertile because of defective decidualization of the endometrial stromal cells [5], [6]. In humans, IL-11Rα is consistently expressed in the endometrium from proliferative and secretory phase to 7–9 weeks of gestation [7]. In contrast to this, IL-11 expression is barely detectable in the proliferative and secretory phase of endometrium but, its expression is significantly higher in the chorionic villi as well as in the decidua [5]. Further, defective production of IL-11 is associated with reduced fertility rate in human pregnancy [5]. Additionally, plasma level of IL-11 was low in women with spontaneous abortion [8].

Though, IL-11 plays a defined role in endometrial decidualization, its role in trophoblastic cell invasion has been held in controversy. Exogenous treatment of JEG-3 choriocarcinoma cells with IL-11 led to an increase in invasion [9]. The increase in the invasiveness of JEG-3 choriocarcinoma cells was associated with the activation of signal transducer and activator of transcription 3 (STAT3) as well as of STAT1 and extracellular signal regulated kinases1/2 (ERK1/2) [9]. Further, silencing of STAT3 and gp130 (co-receptor for the IL-11 mediated signaling) expression in JEG-3 cells inhibits the IL-11 mediated increase in JEG-3 cells invasion [9]. However, using extra villous trophoblast (EVT) cells and HTR-8/SVneo cells (derived from human first trimester placenta explant cultures immortalized by SV40 large T antigen) as a trophoblast cell model, it was shown that, IL -11 reduces their invasiveness in spite of the activation of STAT3 dependent signaling pathway [10]. This decrease in invasiveness of HTR-8/SVneo cells was not associated with any significant changes in the expression of classical invasion associated molecules like matrix metalloproteinase 2 (MMP2), MMP9, tissue inhibitor of metalloproteinase 1 (TIMP1), TIMP2, TIMP3, plasminogen activator urokinase (PLAU), plasminogen activator urokinase receptor (PLAUR), and serpin peptidase inhibitors 1 and 2 (SERPINE1 and SERPINE2) [10]. Thus, the reason for inhibition of invasion of HTR-8/SVneo cells in response to IL-11 is not known.

The existing studies leaves behind several key questions which need to be addressed to resolve the ambiguities associated with the differential responsiveness of JEG-3 and HTR-8/SVneo cells towards the IL-11 treatment. 1) Are there differences in the IL-11 mediated activation of the downstream signaling in JEG-3 and HTR-8/SVneo cells? 2) What are the effector molecules whose alterations in response to IL-11 can explain the respective increase and decrease in the invasiveness of JEG-3 and HTR-8/SVneo cells? Keeping these key questions in mind, present study has been designed to provide evidences for the differential regulation of IL-11 mediated invasiveness of JEG-3 and HTR-8/SVneo cells.

## Materials and Methods

### Cell culture

JEG-3 (German collection of cell lines and microorganisms; DZMO, Braunschweig, Germany) and HTR-8/SVneo (kindly provided by Dr. Charles Graham, Queen's University, Kingston, ON, Canada) cells were maintained in Dulbecco's modified Eagle's medium (DMEM; Sigma-Aldrich Inc., St. Louis, MO, USA) or RPMI-1640 (Sigma-Aldrich Inc.) medium respectively, supplemented with 10% Fetal Bovine Serum (FBS; Biological Industries, Kibbutz beit Haemek, Israel) and an antibiotic-antimycotic cocktail [Penicillin (100 units/ml), Streptomycin (100 µg/ml) and Amphotericin B (0.25 µg/ml); Pen-Strep-Ampho sol, Biological Industries] under 5% CO_2_ humidified atmosphere at 37°C [11].

### Invasion assay

Invasion assay was performed as described before [9]. Briefly, ∼10^5^ cells were seeded onto the Matrigel matrix and incubated with or without an optimized concentration of IL-11 (200 ng/ml; Peprotech, Rocky Hill, NJ, USA) [9]. After 24 h of incubation, medium from lower chamber was aspirated and the excess of cells and Matrigel on the top of membrane of the transwell inserts were removed using moist cotton swab. Cells from the lower side of the membrane were fixed by chilled methanol for 7–10 min at 4°C, followed by staining with 0.2 µM Hoechst 33342 nuclear dye (Biotium Inc., Hayward, CA, USA) for 5 min at 37°C, washed with 50 mM PBS; pH 7.4 and visualized for counting using the fluorescent phase contrast microscope (Eclipse 80i, Nikon, Chiyoda Ku, Japan) under oil immersion.

### Preparation of whole cell extract

Cells (10^5^) were cultured in six well culture plates for 24 h and starved of FBS for at least 4 h before treatment with IL-11 (200 ng/ml) for 10, 30 and 60 min or for 24 h in the serum free medium. After each time point, the medium was aspirated and cells were lysed in 100 µl of lysis buffer (20 mM Tris-HCl, 10% glycerol, 0.2 mM EDTA, 0.137 M NaCl, 1% NP-40) supplemented with Complete protease and phosphatase inhibitor cocktail (Roche Diagnostics GmbH, Mannheim, Germany). This was followed by 3 rapid freeze and thaw cycles to ensure the complete lysis of the cells. Cell lysates were centrifuged at 12,000× g for 10 min at 4°C and the supernatant was collected. The amount of protein in each sample was quantitated by BCA colorimetric assay using bovine serum albumin (BSA) as standard.

### Western blot

About 40 µg of cell extract was electrophoressed and transferred onto the nitrocellulose membrane as described before [9]. Individual blots were incubated at 4°C overnight with 1∶1000 dilution of rabbit polyclonal antibodies against phospho-STAT1 (p-STAT1)(tyr701), p-STAT3(tyr705), p-STAT3(ser727), p-ERK1/2(thr202/204), STAT1, STAT3 (All from Cell Signaling Technology Inc., Danvers, MA, USA) and mouse monoclonal antibody against ERK1/2 (Abcam, Cambridge, MA, USA) followed by incubation with 1∶2000 dilution of HRP conjugated goat anti-rabbit/mouse IgG antibody (Pierce, Rockford, IL, USA) for 1 h at room temperature (RT). Intensity of bands on Western blots were quantified by LabWorks Software Version 4.5 (Ultra-Violet Products Ltd., Cambridge, UK).

In another set of experiment, cell lysates (∼40 µg) prepared after 24 h of IL-11 (200 ng/ml) treatment to either JEG-3 or HTR-8/SVneo cells were resolved by SDS-PAGE and transferred onto the nitrocellulose membrane as described above. Blots were probed overnight at 4°C with goat polyclonal antibody against protein inhibitor of activated STAT 1/3 (PIAS1/3; 1∶1000 dilution; Santa Cruz Biotechnology, Inc. Santa Cruz, CA, USA) followed by HRP conjugated donkey anti-goat IgG antibodies (1∶2000 dilution) for 1 h at RT. Blots were developed by chemiluminescent substrate and further re-probed for actin as described before [9].

### Quantitative real-time reverse transcription-polymerase chain reaction (qRT-PCR)

Cells (∼10^5^) were seeded onto the 6 well culture plate and cultured for 24 h. Cell were serum starved for 4 h before addition of IL-11 (200 ng/ml) for 24 h, keeping appropriate vehicle control. Total RNA was isolated from cells using Tri reagent (Sigma-Aldrich Inc.) following the standard protocol employing chloroform-isopropanol-ethanol steps for its purification. Isolated RNA samples were quantitated by NanoDrop 3300 spectrophotometer (Thermo Scientific, NanoDrop Products, Wilmington, DE, USA) and were subjected to DNase I (Ferments International Inc., Ontario, Canada) treatment at 37°C for 15 min as per the manufacturer's instruction. The isolated RNA (1 µg) was used to prepare the cDNA using random hexamers, dNTP mixture, RT buffer and Superscript III reverse transcriptase following the manufacturer's protocol (Superscript III RT PCR System; Invitrogen, Carlsbad, CA, USA). qRT-PCR reactions were carried out in triplicates in 20 µl reaction mixture containing Maxima™ SYBR green qPCR master mix (2×) (Ferments International Inc.), synthesized cDNA and gene specific primers (1 nm) on an ABI 7500 machine (Life Technologies Corp., Carlsbad, CA, USA). The primers used for real-time PCR and their respective annealing temperatures are listed in Table 1. The temperature profiles used for the amplification of target sequences were: initial denaturation for 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec, amplification for 1 min at primer specific annealing temperature value (Table 1) and then a final melting curve analysis with a range from 60 to 95°C over 20 min. Gene-specific amplification was confirmed by a single peak in the ABI Dissociation Curve software. Average threshold cycle (Ct) values for 18S rRNA (run in parallel reactions to the genes of interest) were used to normalize average Ct values of the gene of interest. These values were used to calculate the average for each group, and the relative ΔCt was used to determine the change in expression between the groups.

**Table 1:** Primer sequences used for the real-time PCR.

Gene	Primers	Annealing temperature	Product size (bps)
Integrin αV	F: 5′ GCTCCATCTTCAGTGCCCTTA 3′R: 5′ TTGGCAGACAATCTTCAAGCA 3′	60°C	274
Integrin α5	F: 5′ CGCAGCTCTGCTTCCTCGGG 3′R: 5′ GCTGTGGCCACCTGACGCTC 3′	60°C	260
Integrin α6	F: 5′ TGCAGGCACTCAGGTTCGAGTGA 3′R: 5′ AGCATGGTATCGGGGAACACTGTCA 3′	60°C	193
MMP2	F: 5′ ACCGCAAGTGGGGCTTCTGC 3′R: 5′ CGTGGCCAAACTCGTGGGCT 3′	60°C	72
MMP3	F: 5′ TTGGCCCATGCCTATGCCCC 3′R: 5′ ACAGGCGGAACCGAGTCAGG 3′	57°C	214
MMP9	F: 5′ CCGGCATTCAGGGAGACGCC 3′R: 5′ TGGAACCACGACGCCCTTGC 3′	61°C	71
MMP23B	F: 5′ GCTGGTCGCCCTGTGCCTC 3′R: 5′ GGAGTCAGCGTGTAGCGGCG 3′	60°C	177
TIMP1	F: 5′ TGACATCCGGTTCGTCTACA 3′R: 5′ GTTTGCAGGGGATGGATAAA 3′	62°C	248
TIMP2	F: 5′ GATGCACATCACCCTCTGTG 3′R: 5′ GTGCCCGTTGATGTTCTTCT 3′	62°C	196
TIMP3	F: 5′ CTGACAGGTCGCGTCTATGA 3′R: 5′ AGTCACAAAGCAAGGCAGGT 3′	60°C	165
18S	F 5′ GGAGAGGGAGCCTGAGAAAC 3′R 5′ CCTCCAATGGATCCTCGTTA 3′	60°C	171
Jun	F 5′ AGAGCGGTGCCTACGGCTACAGTAA 3′R 5′ CGACGTGAGAAGGTCCGAGTTCTTG 3′	60°C	125
Fos	F: 5′ ATGGGCTCGCCTGTCAACGC 3′R: 3′ GGAGATAACTGTTCCACCTTGCCCC 3′	60°C	284
MUC1	F: 5′ GTG CCC CCT AGC AGT ACC GA 3′R: 5′ GAC GTG CCC CTA CAA GTT GG 3′	60°C	123
PDPN 1/3	F: 5′ AGCACAGTCCACGCGCAAGA 3′R: 5′ CTTTAGGGCGAGTACCTTCCCGACA 3′	58°C	168
PDPN 2/4	F: 5′ GCCACCAGTCACTCCACGGAGAA 3′R: 5′ GGGCCTTCCCGACATTTTTCGC 3′	58°C	230

### Microarray

Total RNA was extracted using Tri reagent (Sigma Aldrich Inc.) and purified on RNeasy columns (Qiagen, Crawley, UK) according to the manufacturers recommendations. RNA quality was checked using an Agilant 2100 Bioanalyser (Agilent Technologies, Palo Alto, USA). Sense strand cDNA was prepared using the Ambion WT expression kit (Ambion Inc., Austin, Texas, USA) which was fragmented and biotin-labeled using the Affymetrix GeneChip WT terminal labeling kit (Affymetrix, High Wycombe, UK) according to manufacturers' recommendations. Fragmented and labeled cDNAs were hybridized to Affymetrix Exon 1 ST GeneChips (Affymetrix) at 45°C for 17 h in hybridization oven at 60 rpm according to Affymetrix protocols (Affymetrix). The washing and staining were performed using the Affymetrix Fluidics Station 450. The chips were read using a GeneChip Scanner 3000, and the resulting raw image was converted to signal intensities, detection calls, comparison files, signal log ratios, and change calls (Center for Genomic Application, New Delhi, India). Each of these pieces of data was generated independent of each other using algorithms from the Affymetrix GenChip Operating Software. For normalizing and summarizing probe-level intensity measurements from GeneChips, GCRMA was used which converts .CEL files into expression set using the Robust Multi-array Average (RMA) with the help of probe sequence and with GC-content background correction. Statistical (Student's *t* test) analysis was performed with Affymetrix Data Mining Tool software. The data were filtered on the criteria of 1.5 fold up- or 0.5 fold down-regulation taking into account the genes whose p<0.05. Basic information related to the microarray data has been submitted to the GEO database following the MIAME guidelines (Accession no. GSE31608).

### Silencing of matrix metalloproteinase 23B (MMP23B) expression by siRNA

MMP23B siRNA contains the smart pool of 3 different siRNAs (Thermo Scientific Dharmacon, Lafayette, CO, USA). Cells were cultured in 6 well plates under standard conditions (37°C, 5% CO_2_ humidified atmosphere). At 50% confluency, cells were washed twice with OPTI-MEM I medium and 800 µl of fresh OPTI-MEM I medium was added into each well. Annealed oligonucleotides (final concentration 100 nm) were mixed with OPTI-MEM I to make a total volume of 185 µl. In a separate tube, 4 µl lipofectamine 2000 was mixed with 11 µl OPTI-MEM I medium. Both the solutions were mixed and incubated for 20 min at RT. The mixed solutions were added carefully drop by drop in respective wells and after 4 h of incubation, complete medium was added to the cells in each well. Silencing experiments were performed by keeping transfection (transfected with non-genomic siRNA) controls. The extent of silencing following transfection with siRNA was accessed by RT-PCR after 72 h of silencing.

### Immunofluorescence

Cells (∼2×10^4^) were grown on the cover slips in 24 well cell culture plates for 24 h. After 4 h of serum starvation, cells were treated with IL-11 (200 ng/ml) for 10 min in serum free medium and fixed with chilled methanol for 5 min at 4°C. Cells were washed with 50 mM PBS; pH 7.4 and blocking was done for 1 h at RT using PBS containing 2% BSA. Cells were washed and incubated overnight at 4°C with rabbit polyclonal antibody against p-STAT3(tyr705) (1∶100 dilution) and goat polyclonal antibody against PIAS1/3 (1∶100 dilution). This was followed by washing of the cells with PBS for 3 times and incubation with 1∶400 dilutions of Alexa Fluor 488 goat anti-rabbit IgG (H+L) and donkey anti-goat IgG-rhodamine for 1 h at RT to perform the double labeling. Cells were again washed with PBS (4 times) and mounted in dark onto the glass slide using Vectashield hard set mounting medium containing DAPI (1.5 µg/ml) (Vector Laboratories Inc., Burlingame, CA, USA). Slides were screened for immunofluorescence under a fluorescent phase contrast microscope (Nikon) and images were captured by using the Image Proplus software (Nikon).

### Statistical analysis

All the experiments were performed at least three times and the results are expressed as mean ± SEM. For different sets of experiments like invasion assay and Western blot (densitometric analysis), the statistical analysis was done by comparing the means of the control and experimental sets by one-way ANOVA. A value of p<0.05 was considered to be statistically significant.

## Results

### Invasion of JEG-3 and HTR-8/SVneo cells under the influence of IL-11

At the basal level, a significantly higher (∼12 fold; p<0.001) invasiveness of HTR-8/SVneo cells as compared to JEG-3 cells was observed (Fig. 1). As compared to untreated cells, almost five fold increase in invasion was observed in response to optimized concentration of IL-11 (200 ng/ml) in JEG-3 cells while, at the same concentration, IL-11 inhibited invasion of HTR-8/SVneo cells to almost half (p<0.05; Fig. 1).

**Figure 1:**
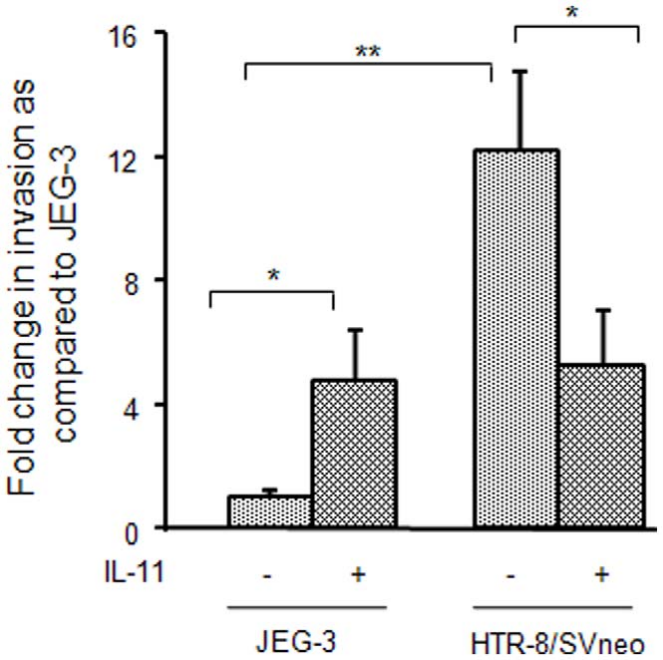
Effect of IL-11 on invasion of JEG-3 and HTR-8/SVneo cells. Invasion assay was performed as mentioned in *Materials and Methods*. Data is expressed as fold change in invasion following IL-11 (200 ng/ml) treatment as compared to untreated JEG-3 cells as control. Values are expressed as mean ± SEM of at least 6 experiments performed in duplicates. *p<0.05; **p<0.001.

### Activation of downstream signaling molecules by IL-11 in JEG-3 and HTR-8/SVneo cells

JEG-3 and HTR-8/SVneo cells were treated with IL-11 (200 ng/ml) for varying time periods (0, 10, 30 and 60 min) and cell lysates collected at specific time points were subjected for Western blot. There was a significantly higher (p<0.05) basal levels of p-STAT3(tyr705) (Fig. 2A), p-STAT3(ser727) (Fig. 2B) and p-ERK1/2 (Fig. 2C) in HTR-8/SVneo cells as compared to JEG-3 cells but, no differences were observed in the levels of p-STAT1(tyr701) in both the cell lines (Fig. 2D).

**Figure 2:**
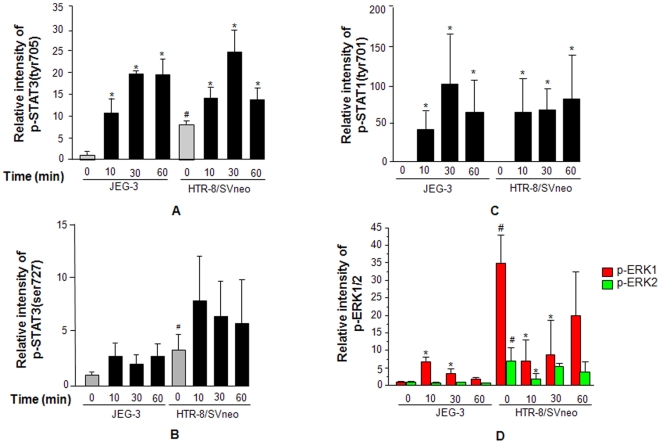
Activation of STAT and ERK1/2 dependent signaling pathway following IL-11 treatment. JEG-3 and HTR-8/SVneo cells were treated with IL-11 (200 ng/ml) for varying period of time and Western blots were done as mentioned in *Materials and Methods*. Panels A, B, C and D represent the densitometric plots of p-STAT3(tyr705), p-STAT3(ser727), p-STAT1(tyr705) and p-ERK1/2 respectively. Band intensities were normalized with respect to respective unphosphorylated proteins and the data is expressed as fold change with respect to JEG-3 control. The data is shown as mean ± SEM of at least 3 experiments. ^#^p<0.001 between un-treated JEG-3 and HTR-8/SVneo cells; *p<0.05 with respect to respective un-treated control cells.

As compared to untreated controls, following IL-11 treatment there was an increase in the activation of STAT3(tyr705) in both JEG-3 and HTR-8/SVneo cells, which was evident as early as 10 min and continued until 60 min of IL-11 challenge (Fig. 2A). However, no significant changes in the phosphorylation of STAT3(ser727) was observed in both the cells at all the time points studied (Fig. 2B). IL-11 treatment to JEG-3 and HTR-8/SVneo cells led to a significantly higher (p<0.05) phosphorylation of STAT1(tyr701) (Fig. 2C).

In JEG-3 cells, following IL-11 treatment, there was a significant increase (p<0.05) in activation of ERK1 by 10 and 30 min which was still far less than the basal level of activated ERK1 in HTR-8/SVneo cells (Fig. 2D). However, IL-11 treatment to HTR-8/SVneo cells led to a significant decrease (p<0.05) in the activated ERK1 and ERK2 from the basal level by 10 and 30 min (Fig. 2D).

### Microarray analyses of the IL-11 treated JEG-3 and HTR-8/SVneo cells

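JEG-3 is a human choriocarcinoma cell line, and HTR-8/SVneo is a line of human first trimester trophoblast cells immortalized with an SV40 antigen. Gene expression was measured on 4 Affymetrix exon arrays, with 1 array for untreated and 1 for treated cells of each line. Cells were starved of serum for 4 h and then kept for 24 h with IL-11 at 200 ng/ml or with vehicle. As there was 1 array per condition, the differences have no replicate check, and the number of arrays limits their precision. The authors corrected the probe signals for background by GC content, normalized and summarized them with GCRMA, and deposited log2 signals. The values used here are those of exon-level probe sets, of which 60139 carried the symbol of 1 gene, 1636 carried several symbols and 3760 carried none in the platform annotation. The named probe sets stood for 3774 genes, with a median of 13 probe sets per gene. By the RefSeq gene names of GRCh38.p14, 1672 of these genes lie on chromosome 1, 1070 on chromosome 2, 918 on chromosome 3, 71 on chromosome 4 and 43 elsewhere or unmatched. Genes of the rest of the genome, such as FOS, MMP2, MMP9 and STAT3, are not analysed here. The median log2 signal was 7.24 in JEG-3 control cells, 6.99 in JEG-3 cells with IL-11, 7.11 in HTR-8/SVneo control cells and 6.96 in HTR-8/SVneo cells with IL-11. Each gene was represented by its probe set with the highest mean signal over the 4 arrays, called its brightest probe set, and the log2 signal of the control was subtracted from that of the treated cells. Beside most genes the mean over all probe sets is given, in many cases with its SD, and this SD describes exons of a gene on the same arrays, not replicates. A gene was counted as higher after IL-11 at 1.5-fold or more and as lower at 0.5-fold or less, and the cell lines were compared at 2-fold. The largest rises and falls named were taken from the genes whose brightest probe set was above the median of all values, 7.07, on the higher array of the pair. The median change over genes was 0.08 in JEG-3, -0.02 in HTR-8/SVneo and 0.11 between the untreated lines. Quantile normalization of the 4 arrays would raise these medians by 0.22, 0.13 and 0.25.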

JEG-3 and HTR-8/SVneo cells were treated with IL-11 (200 ng/ml) for 24 h and microarray analysis was carried out as mentioned in *Materials and Methods*. We used the GeneChip® Human Exon 1.0 ST (Affymetrix, Santa Clara, CA) for these experiments. The array contains over 1.4 million probe sets and over 5 million probes. The probe sets are grouped into over 300,000 transcript clusters with over 90,000 transcript clusters containing more than one probe set. 

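IL-11 moved few genes past the thresholds in both cell lines. Of the 3774 genes, 23 rose in both lines and 2 fell in both, where independent lists of these sizes would share 8.53 and 0.17 genes. The count depended on the processing: 96, 85 and 71 genes rose in both lines with median centring, quantile and loess normalization, and 4 by the mean of the probe sets. SLAMF7, a receptor of the SLAM family known from lymphocytes, was among the 10 largest rises named for each line, with a log2 change of 1.34 in JEG-3 (mean of 10 probe sets 0.27 ± 0.68) and 0.83 in HTR-8/SVneo (mean 0.13 ± 0.52). Opposite changes were seen in 4 genes, 2 of each kind, where independent lists would share 2.42 genes that rose in JEG-3 and fell in HTR-8/SVneo and 0.61 of the other kind. CP, which encodes the plasma copper protein ceruloplasmin, rose by 0.90 in JEG-3 and fell by 1.03 in HTR-8/SVneo at its brightest probe set, while the means of its 26 probe sets were 0.12 and -0.07. B3GALT2, a galactosyltransferase, rose by 0.79 and fell by 1.11. FAM138D, a non-coding gene with near-identical copies, and SUMO1P3, a pseudogene of SUMO1, fell in JEG-3 and rose in HTR-8/SVneo, and rest on 2 and 1 probe sets. None of these 4 genes was counted when dim genes were left out, and SUMO1P3 was the single opposite gene by the mean of the probe sets. Across genes, which are not independent replicates, the changes of both lines had a Pearson r of 0.29 and a Spearman rho of 0.31.

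**Figure D1:**
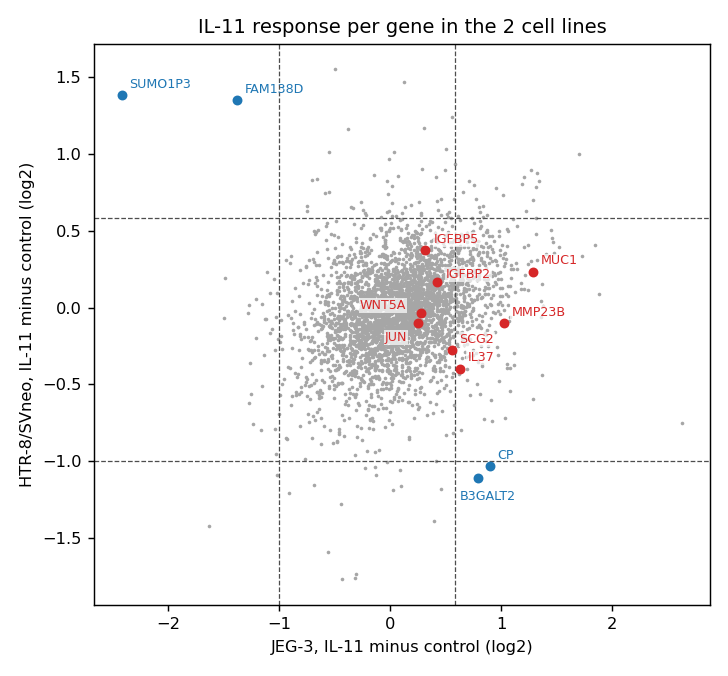
Log2 change after IL-11 in JEG-3 (horizontal axis) and in HTR-8/SVneo (vertical axis). Each point is the brightest probe set of a gene, dashed lines mark the thresholds of 1.5-fold and 0.5-fold, red points are genes that the paper names as raised in JEG-3 and blue points are the 4 genes past the thresholds in opposite directions. MUC1 and MMP23B lie to the right of the upper threshold of JEG-3 and between the thresholds of HTR-8/SVneo.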

As compared to untreated controls, following IL-11 treatment to JEG-3 and HTR-8/SVneo cells, some distinct set of genes got up- and down- regulated. 

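In JEG-3 cells, 435 of 3774 genes were at least 1.5-fold higher and 31 were at most 0.5-fold after IL-11. Among genes above the median signal, the largest fall was that of ATP1B1, the beta subunit of the sodium pump, with a log2 change of -1.49 and a mean of -0.96 ± 0.75 over 14 probe sets, 8 of which were at 0.5-fold or less. TBCE, a chaperone of tubulin folding, had -1.16 and a mean of -1.34 ± 0.59, with 15 of 21 probe sets at 0.5-fold or less. MYNN, a zinc finger protein, TXNDC9, a thioredoxin domain protein, and MIGA1, a mitochondrial fusion protein, had -1.21, -1.26 and -1.27, with means of -1.13 ± 0.58, -1.07 ± 0.60 and -1.03 ± 0.57. The falls of KAT2B, a histone acetyltransferase, SEC62, a part of the translocation machinery of the endoplasmic reticulum, ZNF512 and RGPD4 were between -1.27 and -1.15, with means between -0.84 and -0.72. SNRPD1, a core protein of spliceosomal particles, fell by 1.28 at its single probe set. Among genes of similar mean signal, the means of ATP1B1, KAT2B and ZNF512 lay at percentiles 7.94, 14.9 and 16.4. Those of the other named falls lay between 0.53 and 5.29. At the brightest probe set, TBCE, MYNN, SEC62, ZNF512 and RGPD4 did not reach 0.5-fold under any of the 3 normalizations between arrays (median centring, quantile and loess), nor did TXNDC9 and SNRPD1 under quantile normalization. The largest rise among them was that of HES1, a repressor downstream of Notch, at 1.84, but the mean of its 13 probe sets was 0.13 ± 0.70 and 2 of them passed 1.5-fold. CELF3, an RNA-binding protein, ABI3BP, an extracellular matrix protein, SYN2, a synaptic vesicle protein, and CSMD2 rose by 1.47, 1.36, 1.32 and 1.31, with means of 0.31 ± 0.44, 0.27 ± 0.62, 0.26 ± 0.45 and 0.28 ± 0.54. BBS5 rose by 1.32, with a mean of 0.18 ± 0.48. At UBE4B, PHC2 and PCNX2, the brightest probe sets rose by 1.41, 1.38 and 1.36 while the means of the probe sets were -0.34 ± 0.55, -0.06 ± 0.55 and -0.02 ± 0.57. These means lay at percentiles 58.5, 78.3 and 43.9 among genes of similar mean signal. Of 16 measured genes of the extracellular matrix, 2 rose at the brightest probe set, SDC1 by 0.95 (mean -0.09 ± 0.61) and COL3A1 by 0.65 (mean 0.30 ± 0.53), and none fell. Their median of 0.26 lay at percentile 99.0 of 10000 random lists matched on signal, but within these lists with quantile (97.0) and loess (97.3) normalization and by the mean of the probe sets (92.3), at which none of the 16 rose. Of 18 genes of cytosolic ribosomal proteins, which have many pseudogenes and are uncertain for that reason, RPS13 fell by 1.04 and none rose, with a median of -0.17 at percentile 1.12. Under median centring of the arrays, the ribosomal median was above 0 at 0.08, at the same percentile, and RPS13 did not reach 0.5-fold under centring (-0.79), quantile (-0.77) or loess (-0.80) normalization. Of 4 measured heat shock genes, none passed the thresholds, and their median of -0.54 lay at percentile 0.05, with HSPE1 at -0.82 and DNAJB4 at -0.70. The 7 measured genes of proliferation and mitosis had a median of -0.27, at percentile 1.14, and none passed the thresholds, with MCM2 at -0.47 and BUB1 at -0.45, but their median was -0.02 with centring and lay within the random lists by the mean of the probe sets, as did the mean of the list in place of its median (percentile 4.08). Of the 435 genes that were higher, 355 were also above 0 by the mean of their probe sets and 35 passed 1.5-fold by that mean, and by the mean 61 genes were higher and 70 lower, so that 46.6% instead of 93.3% of the calls were rises. With each array centred on its median, 993 genes were higher and 10 lower, and with falls of the deposited values counted from 1/1.5 there were 191 lower genes, which makes 69.5% of the calls rises.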

In JEG-3 cells, upon IL-11 treatment, 314 genes got upregulated by at least 1.5 fold while, 313 got downregulated by 0.5 fold. In contrast to this, in HTR-8/SVneo cells, 75 genes showed upregulation by at least 1.5 fold while, 54 showed downregulation by at least 0.5 fold following IL-11 treatment. Out of these, there were genes like *MMP23B*, *Jun*, *secretogranin II*, *dual specificity phosphatase 6*, *Wnt5A*, *homeobox A6*, *IL-1*ζ and *syntaxin 11*, which showed an increase in their expression in IL-11 treated JEG-3 cells while, a decrease in their expression was observed in IL-11 treated HTR-8/SVneo cells. 

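In HTR-8/SVneo cells, 74 genes were higher and 21 lower after IL-11. TAF1A, a subunit of the initiation factor of RNA polymerase I, fell by 1.59, with a mean of -0.80 ± 0.63 over 15 probe sets, 7 of which were at 0.5-fold or less. NEXN, an actin-binding protein, and PRKAB2, a regulatory subunit of the energy-sensing kinase AMPK, fell by 1.21 and 1.05, with means of -0.64 ± 0.37 and -0.49 ± 0.41. ALG6, a glucosyltransferase of protein N-glycosylation, and IL18RAP, a chain of the IL-18 receptor, fell by 1.77 and 1.76 at their brightest probe sets, with means of -0.32 ± 0.70 and -0.12 ± 0.65 over 20 probe sets each. For IMPG2, RBM45, CYB561D2 and SLC15A2, which fell by 1.28, 1.16, 1.09 and 1.04, the means lay between -0.12 and 0.00. UPK1B had -0.99 and did not reach the threshold, which PRKAB2, CYB561D2 and SLC15A2 did not reach under any of the 3 normalizations between arrays. HSPA6, a heat-inducible member of the HSP70 family, rose by 1.17 at its single probe set. CD80, a costimulatory ligand of T cells, rose by 1.03, with a mean of 0.58 ± 0.72 and 6 of 14 probe sets past 1.5-fold, and KCNS3, a potassium channel subunit, rose by 0.87, with a mean of 0.33 ± 0.79. ABCA12, a lipid transporter, SCN3A, a sodium channel, and CASQ1, a calcium-binding protein of muscle, rose by 1.01, 0.90 and 0.90, with means of 0.02 ± 0.54, 0.07 ± 0.56 and 0.00 ± 0.55. RGSL1, IKZF2 and LYG2 rose by 0.86, 0.83 and 0.82 at their brightest probe sets and had means of -0.03 ± 0.47, -0.04 ± 0.65 and -0.09 ± 0.42. Of the genes of cytosolic ribosomal proteins, none passed the thresholds, and their median of 0.14 lay above all random lists. By the mean of the probe sets, at which the ribosomal median was -0.01 and also lay above all random lists, 15 genes were higher and 1 lower. With each array centred on its median, 202 were higher and 12 lower, which moves the share of rises from 77.9% to 94.4%, while with falls of the deposited values counted from 1/1.5 there were 124 lower genes and the share was 37.4%, and at 2-fold both ways 10 were higher and 21 lower.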

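Of the 8 genes that the paper names here, 5 were measured: MMP23B, JUN, SCG2, WNT5A and IL37, the gene of IL-1ζ. All 5 had values above 0 in JEG-3 and below 0 in HTR-8/SVneo, both at the brightest probe set and by the mean of the probe sets, but none reached 0.5-fold in HTR-8/SVneo. The paper named these genes from the same arrays, so their directions are no independent check. By the mean of the probe sets, the median over all genes in HTR-8/SVneo was itself below 0, at -0.10, and MMP23B at -0.06 lay above it. IL37, an anti-inflammatory cytokine of the IL-1 family, rose by 0.63 in JEG-3, with a mean of 0.19 ± 0.46 over 9 probe sets, and had -0.40 in HTR-8/SVneo, with a mean of -0.53 ± 0.51 and 2 probe sets at 0.5-fold or less. SCG2, a granin of secretory granules, had 0.56 in JEG-3, with a mean of 0.29 ± 0.39 over 4 probe sets, and -0.28 in HTR-8/SVneo, with a mean of -0.43 ± 0.26. WNT5A, a ligand of non-canonical Wnt signaling, had 0.28 in JEG-3, with a mean of 0.17 ± 0.60 over 14 probe sets, and -0.03 in HTR-8/SVneo, with a mean of -0.53 ± 0.80. With each array centred on its median, WNT5A had 0.12 in HTR-8/SVneo at the brightest probe set, JUN and MMP23B were above 0 there too, and SCG2 passed 1.5-fold in JEG-3 at 0.81. Of the 5 genes, 2 passed 1.5-fold in JEG-3 at the brightest probe set and 0 by the mean. WNT5A and SCG2 lie on chromosomes 3 and 2, and IL37 on chromosome 2. The other genes of the list (DUSP6, HOXA6 and STX11) are not analysed here. The paper took leads from these changes to qRT-PCR.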

Treatment of JEG-3 cells with IL-11 also led to an increase in the expression of genes like *mucin 1*, *cadherin 13* (*CDH13*), *defensin β1*, *insulin like growth factor binding protein 2* (*IGFBP2*) and *IGFBP5*, whose expression were not significantly altered in HTR-8/SVneo cells. 

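IGFBP2 and IGFBP5, secreted proteins that bind insulin-like growth factors and lie beside each other on chromosome 2, had values above 0 after IL-11 in JEG-3 but did not reach 1.5-fold. IGFBP2 had a log2 change of 0.42 in JEG-3, with a mean of 0.56 ± 0.69 over 7 probe sets, and of 0.17 in HTR-8/SVneo, with a mean of -0.10 ± 0.24. IGFBP5 had 0.31 in JEG-3, with a mean of 0.51 ± 0.45 over 12 probe sets, 5 of which passed 1.5-fold, and 0.37 in HTR-8/SVneo, with a mean of -0.11 ± 0.52. These 5 probe sets were dim, with JEG-3 control signals between 2.30 and 5.37, where the lower quartile of all values was 5.28. The 4 measured genes of insulin-like growth factors and their binding proteins had a median of 0.34 in JEG-3, at percentile 88.2 of the random lists, and of -0.03 in HTR-8/SVneo, at percentile 46.9. The list lay above the random lists in JEG-3 by the mean of the probe sets, with a median of 0.31 at percentile 98.5 and none of the 4 past 1.5-fold. By that mean, genes that most cells do not express were also above 0 in JEG-3, with medians of 0.20 over 51 olfactory receptor genes and 0.41 over 27 genes of the cornified envelope and gamma crystallins. With each array centred on its median, IGFBP2 passed 1.5-fold in JEG-3 at 0.67. The list follows a family that the paper names from these arrays. CDH13 and DEFB1 are not analysed here.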

Validation of some of the leads gained after microarray analysis have been carried out by performing qRT-PCR analysis on the RNA samples isolated from IL-11 treated JEG-3 and HTR-8/SVneo cells.

After this, we performed a comparative analysis of the gene expression in JEG-3 and HTR-8/SVneo cells. As compared to JEG-3 cells, in HTR-8/SVneo cells, there were about 1176 genes, which showed at least 2 fold increase while, about 1334 genes showed about 2 fold decrease in their expression. 

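Untreated HTR-8/SVneo and JEG-3 cells differed far more from each other than either line did after IL-11. At 2-fold, 234 genes were higher and 277 lower in HTR-8/SVneo. The paper kept JEG-3 cells in DMEM and HTR-8/SVneo cells in RPMI medium. Differences between the lines therefore cannot be told apart from those of medium. Among the genes above the median signal with the largest excess in HTR-8/SVneo were TM4SF1, a membrane protein of the tetraspanin type, with a log2 difference of 6.44 and a mean of 6.17 ± 0.84 over 7 probe sets, and HLTF, a chromatin remodeler, with 6.42 and a mean of 5.33 ± 1.68 over 29 probe sets, all of which passed 2-fold. FMN2, an actin nucleator, had 7.26, EFEMP1, a protein of the extracellular matrix, 5.88, TXNIP, an inhibitor of thioredoxin, 5.12, and ALCAM, a cell adhesion molecule, 4.14, with means of 5.09 ± 1.66, 4.18 ± 2.15, 4.86 ± 1.67 and 4.65 ± 1.64. SYT14, CYBRD1, NT5DC2 and MATN3 had differences between 4.09 and 5.22, with means between 2.74 and 5.26. The lowest of these genes in HTR-8/SVneo was CCBP2, a decoy receptor of chemokines, with -6.91 and a mean of -5.78 ± 0.97 over 5 probe sets. MGAT4A, a glycosyltransferase of N-glycans, had -5.24 and a mean of -5.86 ± 0.83, with all 19 probe sets at least 2-fold lower, and DPP4, a cell surface peptidase, had -4.16 and a mean of -4.39 ± 1.36. The epithelial adhesion molecule EPCAM had -4.61 (mean -4.52 ± 1.88 over 16 probe sets), and the transcription factors MYCN and ZIC1 had -4.28 and -5.43 (means -4.43 ± 2.77 and -3.35 ± 2.04). S100P, PPP1R1C, PTH2R and INAVA had differences between -5.97 and -3.78, with means between -2.65 and -2.28. With dim signals raised to a floor at the lower quartile, the differences were 5.86 for FMN2, 4.22 for SYT14, 2.12 for MATN3 and -6.32 for CCBP2. In an additive limma model that took the IL-11 array of each line as its second array, 341 genes were higher and 448 lower in HTR-8/SVneo at an adjusted p under 0.05, with 1 residual degree of freedom. With quantile normalization these counts were 604 and 353, and by the mean of the probe sets 583 and 1025. In that model, fitted to the values as deposited, TM4SF1 had an effect of 6.30 (standard error 0.19, adjusted p = 4.37e-07) and EPCAM of -4.50 (standard error 0.19, adjusted p = 1.88e-06). The standard errors and p-values of this fit rest largely on a variance that limma pools over genes (prior degrees of freedom 7.35). With quantile normalization and by the mean of the probe sets, the prior degrees of freedom were infinite. Each gene then had the pooled variance alone, and its own residual did not count. In none of these fits do the p-values measure variation between replicates. By the mean of the probe sets, 267 genes were higher and 479 lower. Quantile normalization gave 380 higher and 195 lower genes, and moved the share of higher genes from 45.8% to 66.1%.

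**Figure D2:**
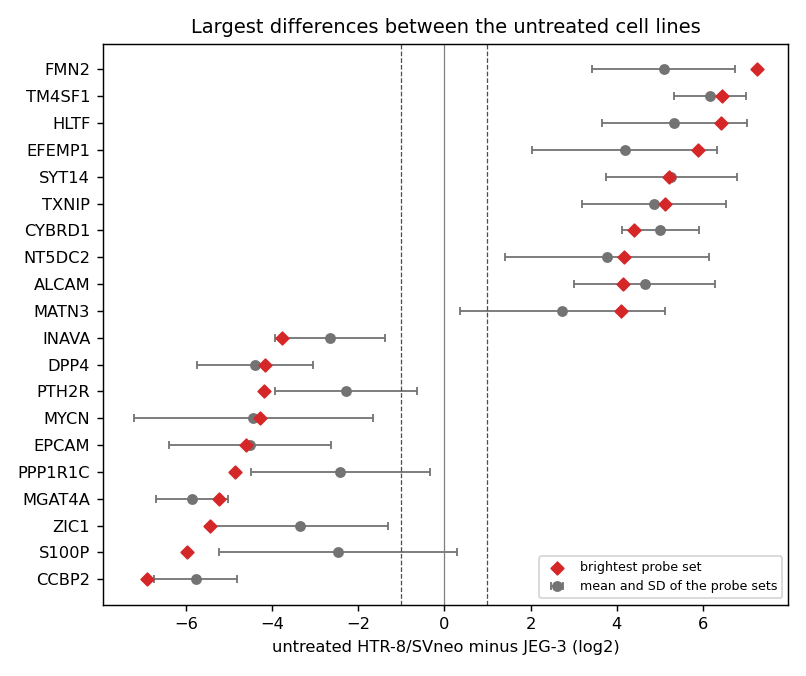
Log2 difference between untreated HTR-8/SVneo and JEG-3 cells (horizontal axis) of the 10 genes above the median signal with the largest excess in each line. Diamonds are brightest probe sets, grey points and bars the mean and SD over the probe sets of a gene, and dashed lines mark 2-fold. FMN2 at 7.26 and CCBP2 at -6.91 lie at the ends of the range of the brightest probe sets, and TM4SF1 at 6.17 and MGAT4A at -5.86 at the ends of that of the means.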

Amongst the differentially expressed genes, there were several molecules whose expression might influence the invasive capabilities of a given cell type. As compared to JEG-3 cells, HTR-8/SVneo cells showed over-expression of proteases [*MMP1*, *MMP2*, *MMP9*, *MMP23B*, *tissue palsminogen activator* (*TPA*), PLAUR], protease inhibitor like *TIMP1*, adhesion molecules [*CDH13*, *CDH2*, *integrin A2* (*ITG*A2), *ITGA3*, *ITGA4*, *ITGA11*, *MUC1*, *syndecan 2* (*SDC2*)], cytokines or their receptors (*IL-11*, *IL-32*, *IL-27A*, *MCSF1*, *IL-8*, *IL-1b*, *LIFR*, *NOTCH2*) and signaling intermediates [*Janus kinase 2* (*JAK2*), *STAT3*, *suppressor of cytokine signaling 3* (*SOCS3*), *SOCS5*, *human homologue of mothers against decapentaplegic 9* (*SMAD9*)]. However, there were several molecules like *MMP14*, *MMP19*, *TIMP4*, *CDH1(E-cadherin)*, *CDH3 (placental cadherin)*, *CDH5*, *CDH8*, *protocadherin beta 13*, *ITGB4*, *MUC15*, *CDH18*, *insulin like growth factor 2* (*IGF2*), *STAT1*, *FOS*, *SP6 transcription factor* (*SP6*) etc that showed a higher expression in JEG-3 cells as compared to HTR-8/SVneo cells.

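Of the 28 genes that the paper names here from the same arrays, 7 were measured. IL1B, which encodes the inflammatory cytokine interleukin-1 beta, was 1.42 higher in HTR-8/SVneo on the log2 scale at its brightest probe set, with a mean of 3.21 ± 1.32 and all 7 probe sets past 2-fold. SOCS5, an inhibitor of cytokine signaling, was 1.70 higher (mean 1.25 ± 0.70 over 7 probe sets), and NOTCH2, a receptor of the Notch family, was 1.53 higher (mean 0.96 ± 0.59 over 36). MUC1, a membrane mucin, was 1.52 higher (mean 0.94 ± 0.58 over 22). At ITGA4, the alpha 4 integrin chain, the brightest probe set had 0.30 while the mean was 1.74 ± 1.22 and 29 of 40 probe sets passed 2-fold. At CSF1, the macrophage colony-stimulating factor, the brightest probe set had -0.13, but a value above 0 under each of the 3 normalizations between arrays, while the mean was 2.62 ± 2.43 and 12 of 19 probe sets passed 2-fold. MMP23B had 0.72 (mean 0.52 ± 0.29 over 3) and did not reach 2-fold, which it passed at 1.02 after quantile normalization. In the additive limma model at the brightest probe set, the cell line effect had adjusted p-values of 0.000219 for SOCS5, 0.000901 for NOTCH2, 0.00383 for IL1B and 0.0258 for MUC1, and of 0.939 for ITGA4 and 0.975 for CSF1. By the mean of the probe sets, the same model called 6 of the 7 genes higher at an adjusted p under 0.05, ITGA4 and CSF1 among them. In that fit each gene had the variance pooled over genes alone.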

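Genes that mark epithelial cells were lower in HTR-8/SVneo than in JEG-3 cells. All 4 measured genes of a list of epithelial markers were at least 2-fold lower, with a median of -3.42 that lay below all 10000 random lists. Beside EPCAM, these were GRHL1, a transcription factor of epithelia (-3.17, mean -4.53 ± 0.91 over 22 probe sets), RAB25, a small GTPase of epithelial membrane traffic (-2.96, mean -4.49 ± 1.37 over 7), and ELF3, an epithelial transcription factor (-3.67, mean -0.37 ± 1.79 over 6). Of 5 measured transcription factors of the trophoblast lineage, 3 were lower: ELF3, TP63 (-2.64, mean -3.13 ± 1.70), which marks cytotrophoblasts, and ESRRG (-1.31, mean -0.55 ± 0.88). The median of this list was -1.31, at percentile 0.02, but it lay within the random lists by the mean of the probe sets. TIMP4, a tissue inhibitor of metalloproteinases, was the single gene measured of the 15 that the paper names here. Its brightest probe set was 0.47 higher in HTR-8/SVneo, while the mean of its 8 probe sets was -1.61 ± 1.30 and 6 of them were at least 2-fold lower. The other genes named here, CDH1, CDH3, MMP14 and FOS among them, are not analysed here.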

Further, on the basis of the observed differences at the level of gene expression, we carried out pathway analysis by using DAVID functional annotation tool (DAVID Bioinformatics Resources 6.7, NIAID/NIH, USA) [12], [13]. HTR-8/SVneo cells showed an over-expression of molecules associated with signaling pathways which promote the invasiveness of cells. These were MAPK signaling pathway, pathways in cancer, cytokine-cytokine receptor interaction, focal adhesion, chemokine signaling, ECM-receptor interaction, transforming growth factor β (TGF β) signaling pathway etc. 

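Some genes of the extracellular matrix and of mesenchymal cells, but not most of those measured, were at least 2-fold higher in untreated HTR-8/SVneo than in JEG-3 cells. Of 16 measured genes of the list for ECM-receptor interaction, 7 were higher and 1 was lower at the brightest probe set, and the median of 0.57 lay at percentile 99.95. With the mean of the probe sets, 4 were higher and 2 lower, and the median was 0.36. The fibrillar collagens COL5A2 and COL11A1 were 2.37 and 2.25 higher on the log2 scale (means 1.82 ± 1.19 over 60 and 0.31 ± 0.62 over 74 probe sets), and the thrombospondin THBS3 was 1.54 higher (mean 1.97 ± 0.79). DAG1, the matrix receptor dystroglycan, was lower at -1.71 (mean -1.65 ± 0.51), and the laminin chain LAMC1 had -0.52 and a mean of -1.47. Of 6 measured mesenchymal markers, 3 of which are also in the matrix list, 3 were higher and none was lower, with a median of 0.72 at percentile 99.6. ZEB2, a repressor of epithelial genes, was 3.29 higher (mean 2.94 ± 1.69), and COL3A1 and COL6A3 were 1.28 and 1.09 higher (means 1.97 ± 2.15 and 0.40 ± 0.45). The lists for the other pathways named here lay within the random lists. Of 13 genes of the TGF beta family, 2 were higher, the ligand TGFB2 at 4.02 (mean 3.69 ± 1.23) and its target ID3 at 2.06 (mean 2.01 ± 0.68), and 3 were lower, ACVR2B at -1.74, ACVR2A at -1.26 and TGFBR3 at -1.05 (means -1.22 ± 0.50, -0.86 ± 0.78 and -2.72 ± 0.83; TGFBR3 did not reach 2-fold at the brightest probe set under the 3 normalizations), with a list median at percentile 77.0. Of 12 cytokines and receptors, 3 were higher and 2 lower (TNFSF10, the death ligand TRAIL, at -3.09, and the receptor IL1R1 at -2.59, with means of -4.12 ± 2.25 and -3.26 ± 1.21), and the percentile of the median was 3.27, but 99.7 by the mean of the probe sets. Of 4 chemokines and receptors, ACKR3 was lower at -3.31 at the brightest probe set, with a mean of -0.83 ± 1.58 over 7, and none was higher (percentile 10.2). The chemokine list did not lie within the random lists in every setting of the processing. None of the 4 was lower by the mean. None of 4 genes of MAPK signaling (percentile 66.4) and of 5 genes of focal adhesion (percentile 81.9) reached 2-fold at the brightest probe set, with FGFR3 at 0.74 and MYLK at 0.73 (means 0.70 ± 0.48 and 2.67 ± 1.37). These lists follow the pathways that the paper names from these arrays, so they are not independent of it. As only part of each list was measured, a place within the random lists does not speak against a pathway. From the basal differences, the paper proposes that a higher basal expression of pro-invasive molecules and pathways gives HTR-8/SVneo cells a higher invasive ability than JEG-3 cells.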

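In 5 lists of pathways, between 1 and 3 members were at least 2-fold higher in JEG-3 than in HTR-8/SVneo cells, and none of the lists lay outside the random lists. Of 10 measured tight junction genes, PATJ and F11R, which organize epithelial junctions, were lower in HTR-8/SVneo at -3.05 and -2.68 (means -2.97 ± 1.07 and -2.44 ± 1.23), and CLDN11, a claudin, was higher at 1.03 (mean 3.60 ± 1.84, percentile of the list 61.3). Of 13 genes of insulin signaling, 3 were lower, the hexokinase HK2 at -1.84, the AMPK subunit PRKAA2 at -1.72 and the kinase PIK3CB at -1.51 (means -1.36 ± 0.62, -1.83 ± 0.80 and -1.72 ± 0.65), and 2 were higher, the adaptor IRS1 at 1.51 (mean 2.27 ± 1.57) and PIK3CA at 1.26 (percentile 7.24). The mean of the 21 probe sets of PIK3CA was -0.06 ± 0.49. Of 11 p53 target genes, 3 were lower and none was higher, with BTG2, an antiproliferative gene, at -2.61, XPC, a DNA repair gene, at -1.26 and SESN2 at -1.11 (percentile 19.8). Their means were -2.25 ± 0.45, -0.69 ± 0.65 and -1.48 ± 1.10, and at the brightest probe set SESN2 did not reach 2-fold under median centring, quantile or loess normalization, nor XPC under loess normalization. Of 8 genes of the thyroid cancer list, the nuclear receptor PPARG was lower at -2.30 (mean -1.88 ± 1.05, percentile 22.0). Of 11 genes of the renal cell carcinoma list, the glucose transporter SLC2A1 was lower at -1.30 (mean -1.47 ± 0.46) and the growth factor TGFB2 was higher (percentile 53.9). These lists, too, follow pathways named in the paper and were measured in part, so a place within the random lists does not speak against them.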

As compared to HTR-8/SVneo cells, JEG-3 cells showed an increase in the expression of molecules associated with signaling pathways like renal cell carcinoma, thyroid cancer, insulin signaling, P53 signaling, tight junction etc.

### Effect of IL-11 on the expression of activator protein-1 (AP-1) transcription factors

Jun and Fos are two main members of the AP-1 transcription factor. Microarray of IL-11 treated JEG-3 and HTR-8/SVneo cells suggested the upregulation of *Jun* expression in JEG-3 cells while, downregulation in HTR-8/SVneo cells. 

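JUN, a single-exon gene on chromosome 1, had a value above 0 in JEG-3 and below 0 in HTR-8/SVneo after IL-11, and passed the threshold in neither line. In JEG-3, its brightest probe set had a log2 change of 0.25, with a mean of 0.24 ± 0.69 over 16 probe sets, of which 4 passed 1.5-fold and 1 was at 0.5-fold or less. In HTR-8/SVneo, the brightest probe set had -0.10, with a mean of -0.23 ± 0.39, and 1 probe set was at 0.5-fold or less. With each array centred on its median, the brightest probe set had 0.06 in HTR-8/SVneo, above 0. Of the 5 measured members of the AP-1 family (JUN, FOSL2, ATF2, ATF3 and BATF3), none passed the thresholds in either line. Their median was 0.10 in JEG-3, at percentile 63.1 of the random lists, and -0.07 in HTR-8/SVneo, at percentile 37.7. FOSL2, a partner of Jun, had 0.49 in JEG-3, with a mean of -0.22 ± 0.43 over 16 probe sets.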

To further validate this observation, qRT-PCR was performed in IL-11 treated JEG-3 and HTR-8/SVneo cells. At the basal level, HTR-8/SVneo cells showed a significantly higher (p<0.001) level of *Jun* expression than that of the JEG-3 cells (Fig. 3A). Further, IL-11 treatment significantly increased the expression of *Jun* in JEG-3 cells while, the increase in its expression in HTR-8/SVneo cells was not significant (Fig. 3A). Analysis of the expression of *Fos* (one of the closely associated partners of Jun) was also carried out by qRT-PCR. Unlike *Jun*, at the basal level, there was a significantly higher (P<0.001) expression of *Fos* in JEG-3 cells as compared to HTR-8/SVneo cells (Fig. 3B). Treatment of JEG-3 cells with IL-11 led to a significantly higher (p<0.05) level of *Fos* expression while, there was a significant decrease (p<0.05) in the expression of Fos in HTR-8/SVneo cells (Fig. 3B).

**Figure 3:**
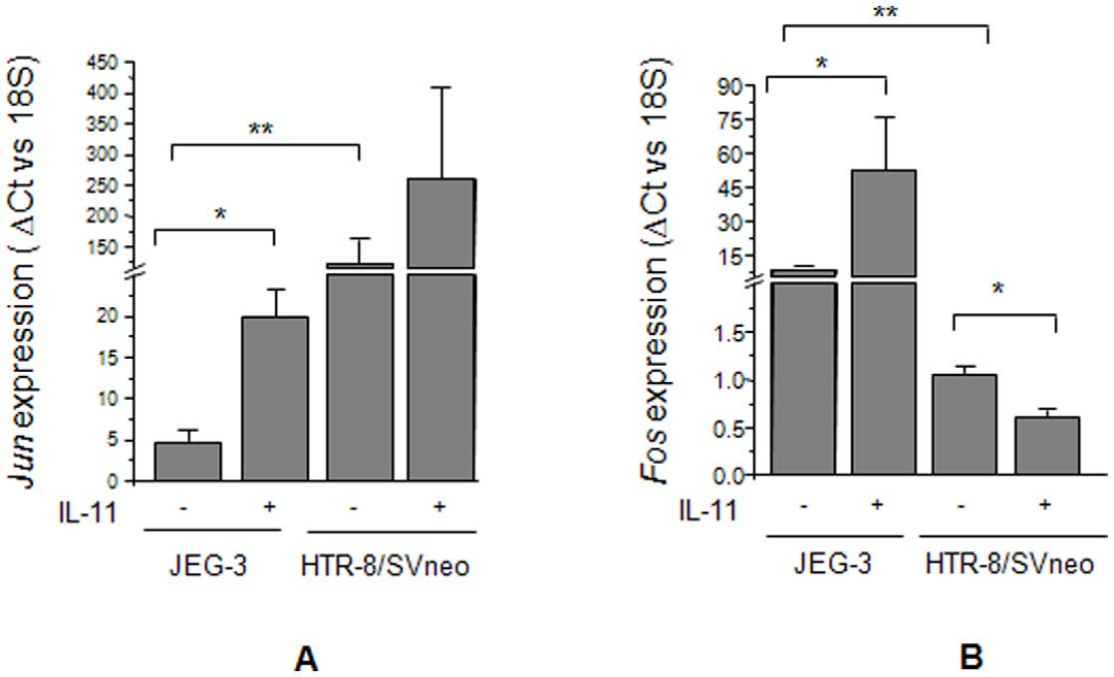
IL-11 mediated expression of *Jun* and *Fos* in JEG-3 and HTR-8/SVneo cells. Quantitative RT-PCR was done for the expression of *Jun* (Panel A) and *Fos* (Panel B) as mentioned in *Materials and Methods*. Each bar represents the ΔCt values after normalization with the 18S rRNA. The data is expressed as mean ± SEM of 3 experiments performed in triplicates. *p<0.05; **p<0.001.

### Effect of IL-11 on the expression of mucin-type glycoproteins (mucin 1 and podoplanin) in JEG-3 and HTR-8/SVneo cells

Microarray analysis suggested an upregulation in the expression of *MUC1* in IL-11 treated JEG-3 cells while, its downregulation in IL-11 treated HTR-8/SVneo cells. This observation was confirmed by performing the qRT-PCR on the RNA samples isolated from JEG-3 and HTR-8/SVneo cells treated with IL-11 for 24 h. 

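MUC1, a membrane mucin encoded on chromosome 1, rose after IL-11 in JEG-3 cells, with a log2 change of 1.29 at the brightest probe set, a mean of 0.75 ± 0.57 over 22 probe sets, and 12 of these past 1.5-fold. In HTR-8/SVneo, the brightest probe set had 0.23 and the mean was -0.10 ± 0.49, with 1 probe set past 1.5-fold and 1 at 0.5-fold or less. Of the 8 measured mucins and mucin-type glycoproteins, 6 rose in JEG-3 and none fell. Besides MUC1, these included GYPC, a glycophorin of the red cell membrane (1.22, mean 0.45 ± 0.75 over 9 probe sets), PODXL2, a sialomucin related to podocalyxin (0.86, mean 0.41 ± 0.52 over 14), and the membrane mucin MUC13 (0.80, mean 0.17 ± 0.63 over 18). The median of the list in JEG-3 was 0.77, at percentile 99.99 of the random lists, and 0.43 by the mean of the probe sets, at percentile 99.96, with 1 of the 8 past 1.5-fold. By that mean, the genes of the cornified envelope and gamma crystallins, which most cells do not express, had a median of 0.41 in JEG-3. In HTR-8/SVneo, 2 of the 8 rose at the brightest probe set, MUC13 by 0.66 (mean 0.07 ± 0.39) and GYPC by 0.63 (mean -0.11 ± 0.51), and the median of 0.47 lay above all random lists, but within them by the mean of the probe sets, at which none of the 8 rose. The list follows a family that the paper names from these arrays.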

We observed an increase (p<0.05) in the expression of *MUC1* in IL-11 treated JEG-3 cells (Fig. 4A). However, decrease in the expression of *MUC1* in IL-11 treated HTR-8/SVneo cells was not statistically significant (Fig. 4A). Podoplanin (PDPN) is another mucin-like protein which is expressed as four splice variants. 

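PDPN, which encodes podoplanin and lies on chromosome 1, did not reach 1.5-fold at its brightest probe set in either line after IL-11. In JEG-3 cells, that probe set had a log2 change of 0.38, while 6 of 12 probe sets passed 1.5-fold and the mean of the 12 was 0.57 ± 0.77. The brightest of these 6 in JEG-3 control cells had a signal of 7.28 there, and the others were dim, between 3.52 and 5.77. In HTR-8/SVneo cells, the brightest probe set had 0.44, with a mean of 0.17 ± 0.26 and 1 probe set past 1.5-fold. With each array centred on its median, the brightest probe set passed 1.5-fold in JEG-3 at 0.63 and in HTR-8/SVneo at 0.59. Before treatment, PDPN was higher in HTR-8/SVneo than in JEG-3 by a mean of 2.18 ± 1.75, with 8 of 12 probe sets past 2-fold, but by 0.29 at the brightest probe set.

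**Figure D3:**
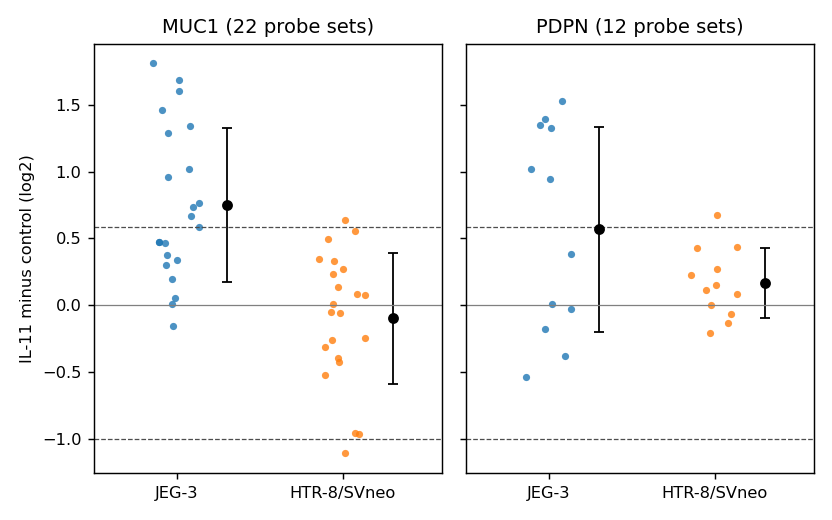
Log2 change after IL-11 (vertical axis) of every probe set of MUC1 and PDPN in JEG-3 and HTR-8/SVneo cells. Coloured points are probe sets on 1 pair of arrays per line, black points and bars are their mean and SD, and dashed lines mark 1.5-fold and 0.5-fold. In JEG-3, 12 of 22 probe sets of MUC1 and 6 of 12 of PDPN lie above the upper line.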

Though, its expression was not significantly altered in the microarray data but, considering its significance in the LIF mediated increase in invasion of trophoblast cells (unpublished data), qRT-PCR was performed to analyze the changes in its expression in IL-11 treated JEG-3 and HTR-8/SVneo cells. To analyze the expression of all the four splice variants, two sets of PCR primers were made for qRT-PCR (Table 1). As observed for *MUC1*, HTR-8/SVneo cells had a significantly higher (p<0.001) level of basal expression of *PDPN* than that of JEG-3 cells (Fig. 4B). Further, IL-11 treatment increased (p<0.05) the expression of *PDPN* in JEG-3 cells while; there was no significant change in the expression of *PDPN* in IL-11 treated HTR-8/SVneo cells (Fig. 4B).

**Figure 4:**
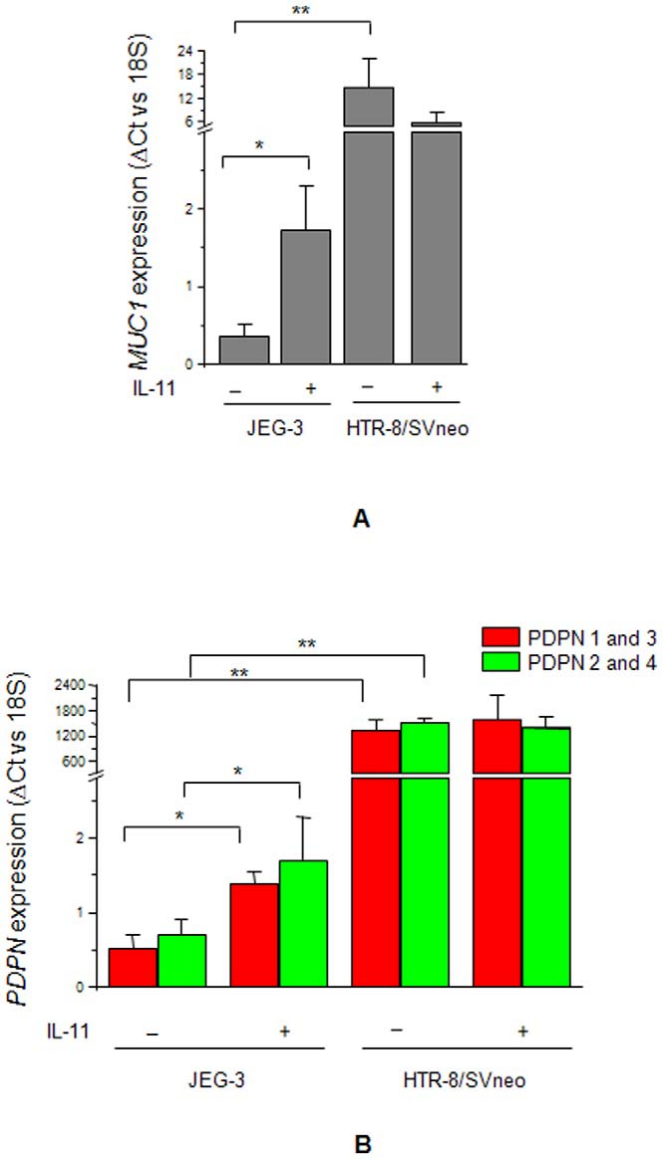
IL-11 mediated expression of *MUC1* and *PDPN* in JEG-3 and HTR-8/SVneo cells. Quantitative RT-PCR was done for the expression of *MUC1* (Panel A) and *PDPN* (Panel B) as mentioned in *Materials and Methods*. Each bar represents the ΔCt values after normalization with the 18S rRNA. The data is expressed as mean ± SEM of 3 experiments performed in triplicates. *p<0.05; **p<0.001.

### IL-11 increases the expression of *MMP23B* in JEG-3 cells while, decreases its expression in HTR-8/SVneo cells

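MMP23B, a membrane-anchored metalloproteinase encoded on chromosome 1, rose after IL-11 in JEG-3 cells at its brightest probe set, by 1.03 on the log2 scale, from 9.17 in control cells to 10.19 in treated cells. Its other probe sets had changes of 0.49 and 0.01 in JEG-3, which gives a mean of 0.51 ± 0.51 over 3. In HTR-8/SVneo cells, the 3 probe sets had changes of -0.10, 0.10 and -0.17, with a mean of -0.06 ± 0.14, and none reached 0.5-fold. After quantile normalization the brightest probe set had 0.02 in HTR-8/SVneo, above 0. MMP23B has a near-identical neighbour, the pseudogene MMP23A, so the values of MMP23B are uncertain. A further 8 probe sets that carry both symbols, assigned here to neither gene, had a mean change of 0.28 ± 0.31 in JEG-3 and of 0.21 ± 0.43 in HTR-8/SVneo. Other metalloproteinases are not analysed here.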

Microarray analysis of the IL-11 treated JEG-3 and HTR-8/SVneo cells showed an increase in the expression of *MMP23B* in JEG-3 cells while, a decrease in its expression in HTR-8/SVneo cells. To validate this observation, expression of *MMP23B* was analysed by qRT-PCR in RNA samples isolated from IL-11 treated JEG-3 and HTR-8/SVneo cells. In HTR-8/SVneo cells, there was a significantly higher basal expression (p<0.001) of *MMP23B* as compared to JEG-3 cells (Fig. 5A). Upon IL-11 treatment to JEG-3 cells, there was a significant increase in the *MMP23B* expression while, in HTR-8/SVneo cells, IL-11 significantly reduced (P<0.05) its expression (Fig. 5A).

**Figure 5:**
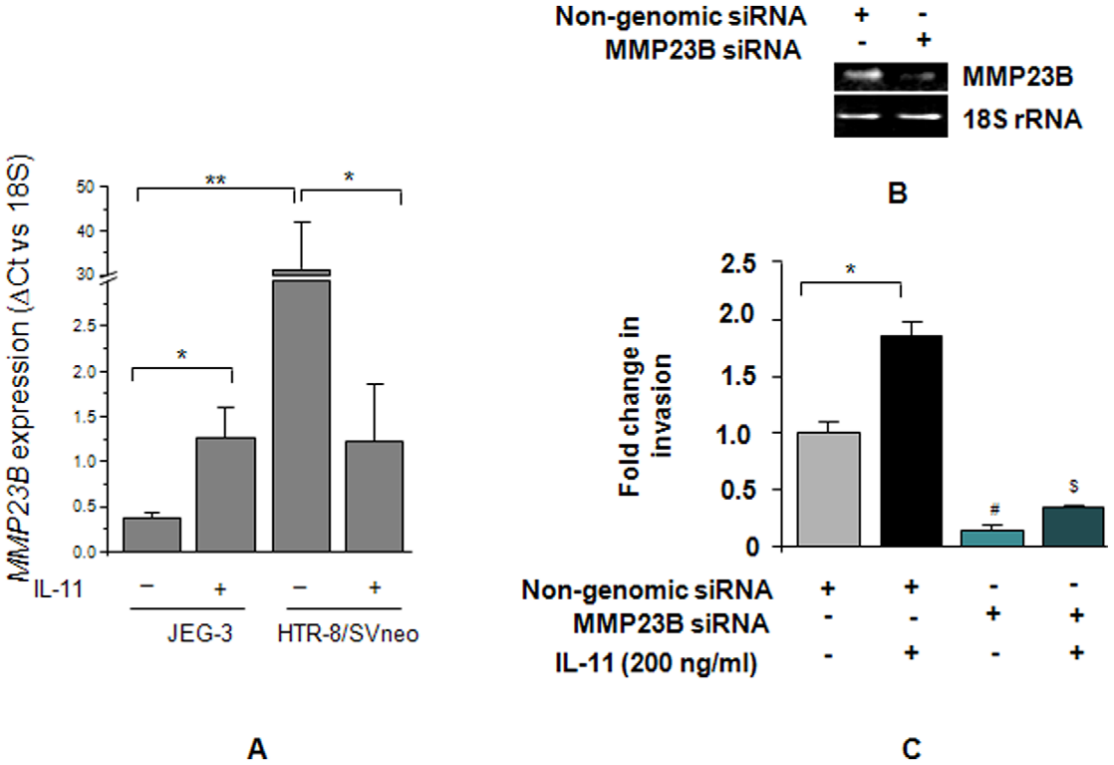
Role of *MMP23B* in IL-11 mediated invasion of JEG-3 and HTR-8/SVneo cells. Quantitative RT-PCR was done for the expression of *MMP23B* (Panel A) as mentioned in *Materials and Methods*. Each bar represents the ΔCt values after normalization with the 18S rRNA. The data is expressed as mean ± SEM of 3 experiments performed in triplicates. In another experiment, JEG-3 cells were transfected with either MMP23B siRNA or non-genomic siRNA for 72 h and end point RT-PCR was done to check the level of silencing in them, keeping 18S rRNA as internal control (Panel B). The transfected cells were used to study their invasive behavior in the presence or absence of IL-11 (200 ng/ml) as described in *Materials and Methods*. The results are expressed as mean ± SEM of fold change in invasion as compared to non-genomic siRNA transfected cells in the absence of IL-11, observed in 3 independent experiments. *p<0.05; **p<0.001; #p<0.01 between JEG-3 cells transfected with non-genomic and MMP23B siRNA; ^$^p<0.001 between IL-11 treated non-genomic siRNA transfected and MMP23B siRNA transfected JEG-3 cells.

### Silencing of *MMP23B* expression abrogates the IL-11 mediated increase in JEG-3 cell invasion

To determine the significance of the increase in *MMP23B* expression in IL-11 mediated increase in invasive behavior of JEG-3 cells, its expression was silenced using siRNA. There was more than 70% silencing of the expression of *MMP23B* after 72 h of transfection with siRNA (Fig. 5B). Upon IL-11 treatment, there was a significant increase (p<0.05) in the invasiveness of non-genomic siRNA transfected cells (Fig. 5C). However, silencing of *MMP23B* expression by siRNA led to a significant decrease in the invasiveness of JEG-3 cells as compared to non-genomic siRNA transfected cells. Treatment of MMP23B silenced JEG-3 cells with IL-11 did not lead to a significant change in the invasion as compared to the control cells (Fig. 5C).

### Expression of MMPs and TIMPs in JEG-3 and HTR-8/SVneo cells following IL-11 treatment

Expression of *MMP2*, *3*, *9* and *TIMP1*, *2* and *3* was analysed in JEG-3 and HTR/SVneo cells after 24 h of IL-11 treatment. In JEG-3 cells, there were no significant changes in the expression of these MMPs upon IL-11 treatment while, in HTR-8/SVneo cells, IL-11 treatment brought a significant decrease (p<0.05) in the expression of *MMP2*, *3* and *9* (Table 2). There were no significant changes in the expression of TIMPs in IL-11 treated JEG-3 and HTR-8/SVneo cells. At the basal level, HTR-8/SVneo cells had a significantly higher expression of *MMP2*, *MMP3*, *MMP9*, *TIMP1* and *TIMP2* than that of the JEG-3 cells (Table 2).

**Table 2:** Effect of IL-11 on the expression of MMPs, TIMPs and integrins.

Gene	JEG-3		HTR-8/SVneo	
	Control	IL-11	Control	IL-11
***MMP2***	1±0.23	1.3±0.29	39.4±14.4#	14.4±6.2*
***MMP3***	1±0.34	0.8±0.56	19.3±7.18#	1.6±0.17*
***MMP9***	1±0.3	1.21±0.44	217.3±42.6#	83.5±19.6*
***TIMP1***	1±0.12	1.4±0.59	139±7.00#	111±25.00
***TIMP2***	1±0.38	0.9±0.03	3.5±0.30#	2.2±1.00
***TIMP3***	1±0.39	0.9±0.03	0.9±0.07	0.6±0.35
***Integrin α5***	1±0.45	1.1±0.10	2.9±1.55#	2.9±1.25
***Integrin α6***	1±0.24	0.7±0.15	0.9±0.05	0.6±0.04
***Integrin αV***	1±0.32	1.2±0.19	0.6±0.01	0.4±0.01

For each sample, ΔCt values were obtained after normalization with the Ct values for 18S rRNA. After that fold change in expression (ΔCt values) between the groups was calculated with respect to the untreated JEG-3 cells.

# p<0.001 between untreated JEG-3 and HTR-8/SVneo cells;

*p<0.05 between un-stimulated and IL-11 treated HTR-8/SVneo cells.

### IL-11 mediated expression of integrins and other adhesion molecules in JEG-3 and HTR-8/SVneo cells

Switching in the expression of integrins like integrin α5, αV and α6 have been observed during the invasive differentiation of trophoblast cells. At the basal level, the expression of integrin α5 was significantly higher (p<0.01) in HTR-8/SVneo cells as compared to JEG-3 cells (Table 2). However, following IL-11 treatment no significant change in the expression of *integrin α5*, *αV* and *α6* were observed in both the cell lines as compared to respective controls (Table 2).

### IL-11 decreases the expression of PIAS1 but, not of PIAS3 in HTR-8/SVneo cells

Western blots were performed for the analysis of PIAS1/3 expression in the cell lysates prepared after treatment of JEG-3 and HTR-8/SVneo cells with IL-11 for 24 h. At the basal level, both the cell lines expressed the PIAS1 while, PIAS3 was expressed only by HTR-8/SVneo cells. The level of expression of PIAS3 in JEG-3 cells was almost negligible as compared to HTR-8/SVneo cells. Upon IL-11 treatment, there was a significant decrease (p<0.05) in the expression of PIAS1 in HTR-8/SVneo cells while, there was no significant change in the expression of PIAS3 as compared to the control (Fig. 6). However, no significant changes in their expression were observed in JEG-3 cells after IL-11 treatment (Fig. 6).

**Figure 6:**
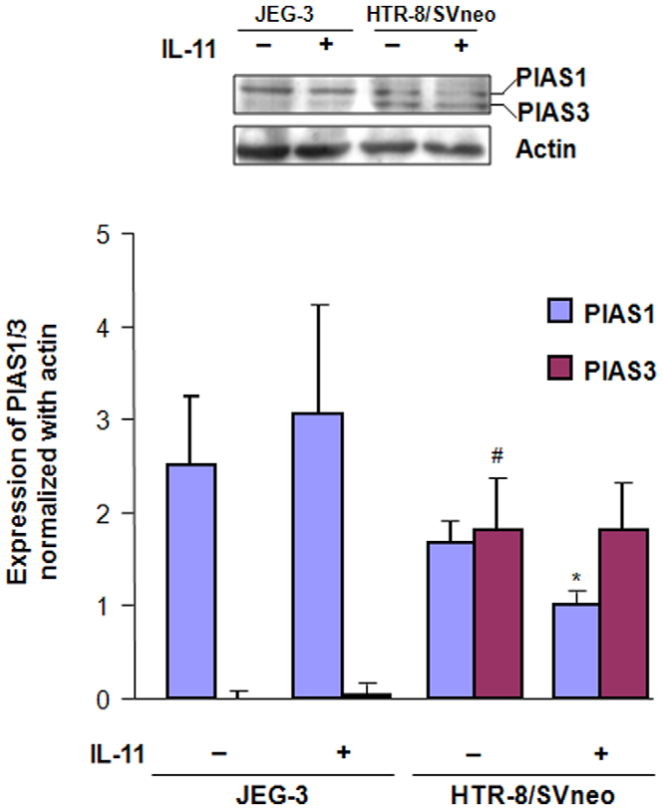
Expression of PIAS1/3 in JEG-3 and HTR-8/SVneo cells following IL-11 treatment. Cell lysates were prepared after treatment of JEG-3 and HTR-8/SVneo cells with IL-11 (200 ng/ml) for 24 h and Western blot was done for the expression of PIAS1/3 as mentioned in *Materials and Methods*. Band intensities were normalized with respect to actin and data is expressed as mean fold change in the expression ± SEM of PIAS1 and PIAS3 as compared to the JEG-3 control. *p<0.05 between untreated and IL-11 treated HTR-8/SVneo cells; ^#^p<0.001 between untreated JEG-3 and HTR-8/SVneo cells.

### IL-11 treatment to HTR-8/SVneo cells leads to nuclear co-localization of PIAS1/3 and p-STAT3(tyr705)

PAIS3 is a potential negative regulator of STAT3 signaling. If bound with the activated STAT3 molecules, PIAS3 can interfere with its transcriptional activity. To observe the IL-11 mediated nuclear localization of p-STAT3(tyr705) and its transcriptional activity which might get interfered by PIAS3, JEG-3 and HTR-8/SVneo cells were treated with IL-11 for 10 min and immunostained for p-STAT3(tyr705) and PIAS1/3. In untreated JEG-3 cells, fluorescence signal for PIAS1/3 was distributed throughout the cytoplasm and nucleus along with a typical punctate staining of PIAS1/3 at the cell boundary which would correspond to PIAS1 as JEG-3 cells have feeble expression of PIAS3 (Fig. 7). In untreated JEG-3 cells, there was no fluorescence signal for p-STAT3(tyr705) (Fig. 7). Upon treatment with IL-11, there was intense fluorescence signal for p-STAT3(tyr705) that was present well inside the nucleus. Though both activated STAT3 and PIAS1/3 were present in the nucleus of cells treated with IL-11; there were very few co-localization points predicted by the software (Fig. 7). In un-treated HTR-8/SVneo cells, fluorescence signals for both PIAS1/3 and p-STAT3(tyr705) were distributed into the cytoplasm as well as inside the nucleus (Fig. 7). Upon IL-11 treatment, an increase in the nuclear localization of p-STAT3(tyr705) as well as of PIAS1/3 was observed (Fig. 7). The overlay of p-STAT3(tyr705), PIAS1/3 and DAPI showed co-localization into the nucleus (Fig. 7). In untreated cells, the co-localization of PIAS1/3 and p-STAT3(tyr705) was relatively less as compared to that observed after IL-11 treatment (Fig. 7).

**Figure 7:**
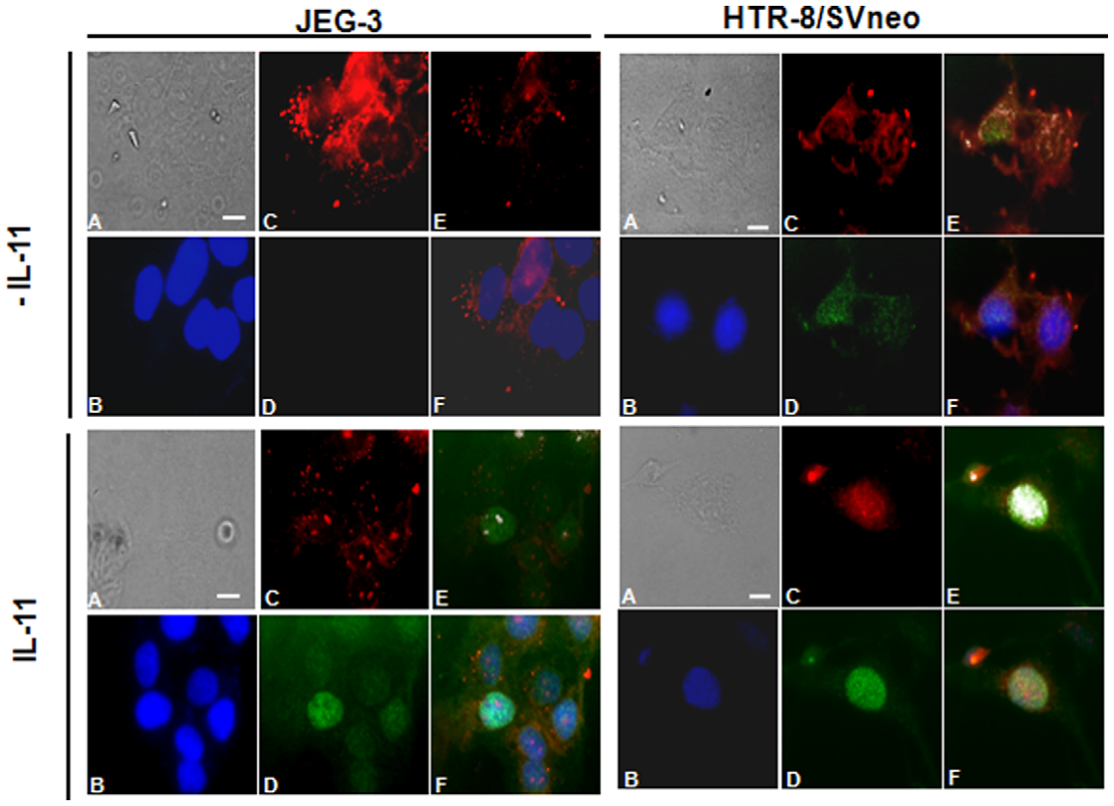
Immunolocalization of p-STAT3 (tyr705) and PIAS1/3 in JEG-3 and HTR-8/SVneo cells following IL-11 treatment. JEG-3 and HTR-8/SVneo cells were treated with IL-11 (200 ng/ml) for 10 min and then checked for the immunolocalization of p-STAT3 and PIAS1/3 followed by counter staining with DAPI. In the figure sub-panels are: A; phase contrast image, B; DAPI stained cells, C; staining for PIAS1/3, D; staining for p-STAT3(tyr705), E; co-localization of p-STAT3(tyr705) and PIAS1/3, F; merge image of the PIAS1/3, p-STAT3(tyr705) and DAPI images. Co-localization performed for PIAS1/3 and p-STAT3(tyr705) signals using “co-localization tool” of the ImageJ software. Two points are considered as co-localized, if their respective intensities are strictly higher than the threshold of their channels. Each co-localization point appears as white dot. Scale bar represents 20 µm size.

## Discussion

Amongst several trophoblastic cell models, JEG-3 choriocarcinoma and transformed EVT cells (HTR-8/SVneo) are the two cell lines, which have been widely employed to investigate the invasion and proliferation of trophoblastic cells [14]. However, as compared to EVTs, the JEG-3 cells show major differences in their responses to physiological ligands [15]–[17]. For example, TGF β decreases the invasiveness of EVT cells in Smad3 dependent manner while, JGE-3 cells could resist that effect due to the absence of Smad3 expression [15]. Decorin is a decidual product that acts in a TGF β independent manner to reduce the invasiveness of EVT but not JEG-3 cells [18]–[20]. Similarly, IL-11 (a decidua derived product) inhibits the invasiveness of EVTs and HTR-8/SVneo cells but, stimulates of invasion of JEG-3 cells [9], [10]. However, the molecular basis of this differential effect is unknown. Under such situation, it is important to understand the mechanistic basis of the differential effects of IL-11 in these two cells lines, as it may give cues to understand the molecular basis of trophoblast invasion and an idea of how different extrinsic factors control the cellular invasion.

First trimester trophoblast cells, due to intrinsic mechanism have the invasive ability comparable to their malignant counterpart [21]. A comparative microarray analysis of JEG-3 and HTR-8/SVneo cells suggest that due to higher basal expression of pro-invasive molecules as well as the signaling pathways in HTR-8/SVneo cells, it has the higher invasive ability than that of the JEG-3 cells. At the molecular level, the increased expression of invasion related molecules require activation of transcription factors through activation of diverse signaling pathways. Of several pathways which can contribute to an increase in the invasion of cells, HTR-8/SVneo cells have a higher basal level of activation of STAT3 as well as ERK1/2 (Fig. 2). Activation of ERK1/2 and STAT3 may result into the higher level of basal expression of proteases as well as the cytokines/their receptors like *IL-11*, *IL-32*, *IL-8*, *IL-1*, *CSF1*, *LIFR*, *IGF1R* and *IL-4R* in HTR-8/SVneo cells as compared to JEG-3 cells.

Regulation of invasiveness of JEG-3 and HTR-8/SVneo cells by IL-11 has remained ambiguous, as it increases the invasiveness of JEG-3 cells while, decreases the invasiveness of HTR-8/SVneo cells [9], [10]. In the present study also, IL-11 increased the invasiveness of JEG-3 cells while, reduced the invasiveness of HTR-8/SVneo cells. The active expression of invasion related molecules is via activation of several signaling pathways including the mitogen activated protein kinase (MAPK) and STAT dependent signaling pathways [22]. Analysis of the IL-11 mediated activation of STAT and ERK1/2 dependent signaling pathways in both the cell lines was performed together on one blot to avoid the experimental variations in band intensities during Western blotting. IL-11 increased the activation of STAT3(tyr705) in both the cell lines, which is in agreement with the published report [9], [10]. In addition to STAT3(tyr705), IL-11 also increased the phosphorylation of STAT1(tyr701) in both the cells lines without influencing the STAT3(ser727) phosphorylation. The major difference in the IL-11 mediated downstream signaling in the two cell lines was an increase in the ERK1 activation in JEG-3 cells while, a decrease in p-ERK1/2 in HTR-8/SVneo cells, which is consistent with the observed increase and decrease in IL-11 mediated invasiveness of JEG-3 and HTR-8/SVneo cells respectively. The observed decrease in ERK1/2 activation in HTR-8/SVneo cells could be due to the activation of phosphatases which dephosphorylate the activated ERK1/2 [23]. But, it needs further validation to specifically pin point the molecule which help in IL-11 mediated decrease in phosphorylation of ERK1/2 in HTR-8/SVneo cells.

AP-1 family of transcription factors is a family of proteins which controls the diverse biological processes like cellular proliferation, invasion and apoptosis. Jun and Fos are the transcription factors of AP-1 family which act as interacting partners for the activated STAT3 and cooperate in enhancing the STAT3 mediated transcriptional activity [24]. Upregulation of the expression of both Jun and Fos in IL-11 treated JEG-3 cells would be of paramount importance as they can enhance the transcriptional activity by cooperating with STAT3 as well as by forming Jun-Jun and Jun-Fos dimers and thereby facilitating the cellular invasion. Reduction in the expression of *Fos* in HTR-8/SVneo cells treated by IL-11 might be one of the factors associated with their reduced invasiveness.

After analyzing the expression of transcription factors, analyses of the IL-11 mediated expression of effector molecules (mucin-type molecules, MMPs, inhibitors of MMPs and integrins) were carried out in both the cell lines. Amongst mucin-type molecules, MUC1 and podoplanin (PDPN) gets upregulated in several tumors [25]–[27]. IL-11 upregulated the expression of *MUC1* as well as *PDPN* in JEG-3 cells while; there was no significant change in their expression in IL-11 treated HTR-8/SVneo cells. It was surprising to note that even after STAT3 activation in HTR-8/SVneo cells, there was no significant change in the expression of STAT3-responsive *MUC1*. Under such situation, it was plausible to analyze the expression and localization of PIAS1/3 in these cell lines as PIAS1/3 can inhibit the transcription activity of activated STAT3. In that direction, change in the expression of PIAS1 and PIAS3 was analysed after treatment of both JEG-3 and HTR-8/SVneo cells with IL-11 for 24 h. At a basal level, JEG-3 cells did not express PIAS3 while, HTR-8/SVneo cells expressed both PIAS1 and PIAS3 as previously observed [28]. IL-11 treatment reduced the expression of PIAS1 in HTR-8/SVneo cells while, it had no influence on the PIAS1 expression in JEG-3 cells. A decrease in the PIAS1 expression in IL-11 treated HTR-8/SVneo cells would pose less hindrance to the p-STAT1(tyr701) directed anti-invasive transcriptional activity. So, this might be a contributory factor for the observed IL-11 mediated reduction in the invasiveness of HTR-8/SVneo cells. Further, extensive co-localization points for p-STAT3(tyr705) and PIAS1/3 in IL-11 treated HTR-8/SVneo cells as compared to JEG-3 cells would pose hindrance to the normal DNA binding and the transcriptional activity of activated STAT3. This could be the reason for the increase in the expression of STAT3-responsive *MUC1* in IL-11 treated JEG-3 cells but, not in the HTR-8/SVneo cells.

Trophoblastic cells express several proteases and their inhibitors but, the final outcome in terms of invasive behavior is governed by cytokine mediated shift in the fine balance between the activating and inhibiting molecules. Several cytokines and growth factors have been shown to increase the invasiveness of trophoblastic cells through changes in the expression of MMPs and TIMPs [29]–[32]. IL-11 reduced the expression of *MMP2*, *MMP3* and *MMP9* in HTR-8/SVneo cells but, not in JEG-3 cells. We observed an IL-11 mediated decrease in the expression of *MMP2* and *MMP9* after 24 h treatment of HTR-8/SVneo cells but, in an earlier study conducted after 48 h of IL-11 treatment, there was no significant change in their enzymatic activity [10]. This difference could be due to the differences in the time point for the analysis of the expression and activity of MMPs after IL-11 treatment. No effects of IL-11 were seen on TIMP expression in both the cell lines. *MMP23B* is unique membrane anchored MMP whose expression got significantly increased in IL-11 treated JEG-3 cells but, not HTR-8/SVneo cells, which was reflected by microarray as well as by qRT-PCR analysis [33], [34]. Interestingly, silencing of *MMP23B* expression led to a significant decrease in the invasion of JEG-3 cells at the basal as well as after IL-11 treatment. This observation indicates MMP23B as a novel regulator of IL-11 mediated invasion of JEG-3 cells. Beyond MMPs and TIMPs, adhesion molecules like integrins and cadherins also play an important role in invasion of trophoblastic cells [35], [36]. Treatment of JEG-3 as well as of HTR-8/SVneo cells with IL-11 did not show any significant change in the expression of *integrin α5*, *αV* and *α6*. However, microarray analysis of gene expression upon IL-11 treatment showed upregulation of the expression of cadherin 13 (*CDH13*) or H-cadherin in JEG-3 cells while, downregulation in HTR-8/SVneo cells. It will be of interest to study the role of CDH13 in trophoblast invasion.

From the above studies, following conclusions can be drawn. 1) In JEG-3 cells, IL-11 mediated activation of STAT and ERK1/2 signaling pathway is responsible for the increase in the expression of *Jun*, *Fos*, *MUC1*, *PDPN* and *MMP23B*, which ultimately leads to an increase in the invasiveness of JEG-3 cells (Fig. 8). 2) IL-11 mediated decrease in HTR-8/SVneo cells invasiveness was associated with a decrease in ERK1/2 activation, PIAS1/3 mediated activated STAT3(tyr705) sequestration and decrease in PIAS1 expression leading to a decrease in the expression of *Fos* and major families of MMPs (*MMP2*, *MMP3*, *MMP9* and *MMP23B*) (Fig. 8). 3) MMP23B has emerged as a novel regulator of the IL-11 mediated invasion of JEG-3 and HTR-8/SVneo cells. Thus, ERK1/2 and PIAS1/3 seems to be the critical factors that may be responsible for the differential effects of IL-11 on HTR-8/SVneo and JEG-3 cells. Taking cues from this study and that observed in case of TGF β, it appears that despite sharing gene expression signatures with EVT cells, the lack of crucial signaling components like Smad3 and PIAS3 in JEG-3 cells would bring about dramatic differences in the intricate regulatory mechanisms in response to external stimulus. Keeping in view of the observations described in this manuscript, it would be of interest to extend this study to analyze the gene expression and regulatory mechanisms associated with IL-11 mediated invasion of EVT cells.

**Figure 8:**
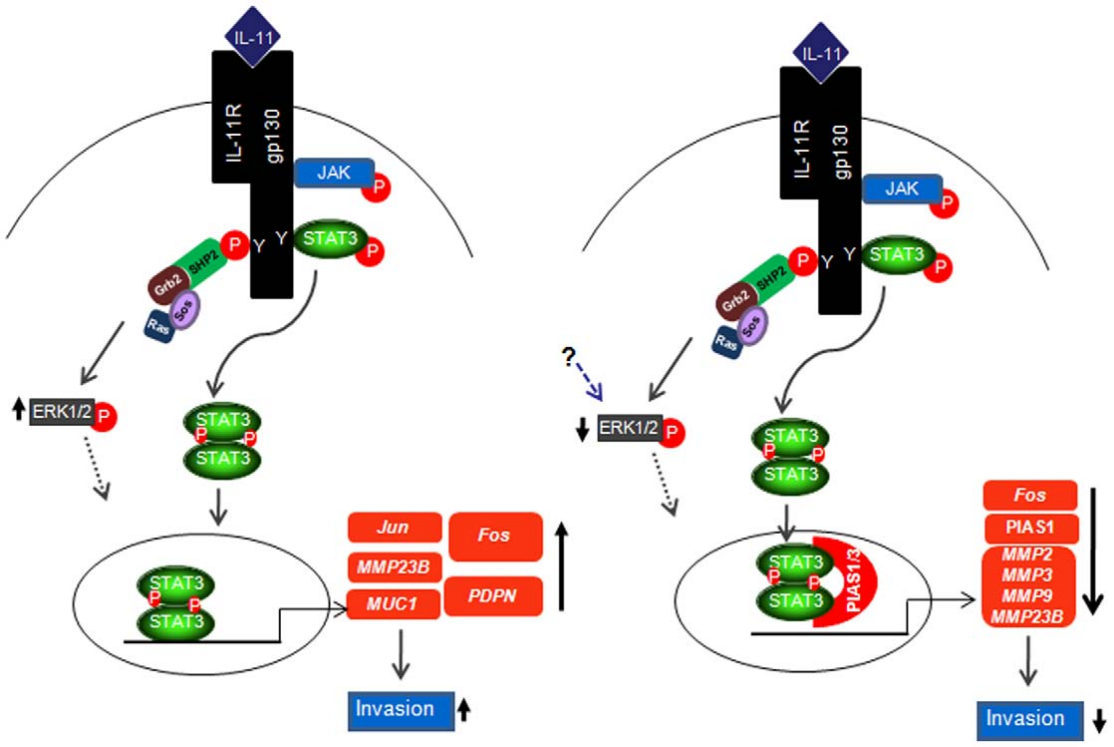
Schematic representation of the IL-11 mediated signaling and gene expression in JEG-3 and HTR-8/SVneo cells. IL-11 treatment to JEG-3 cells led to the activation of STAT1/3, which after dimerization moves into the nucleus. The activation of STAT3 was associated with a transient activation of ERK1/2. Activation of STAT3(tyr705) is associated with its nuclear localization. In effect to these, an increase in the expression of pro-invasive molecules like *Jun*, *Fos*, *MUC1*, *PDPN*, *MMP23B* etc have been observed. In HTR-8/SVneo cells, IL-11 treatment increases the activation of STAT1(tyr701) and STAT3(tyr705) while, decreases the activation of ERK1/2. The increase in p-STAT3(tyr705) was associated with its nuclear localization within 10 min of IL-11 treatment. However, upon IL-11 treatment, there was nuclear co-localization of p-STAT3(tyr705) with its inhibitory factor PIAS1/3. This could be the reason for the decrease in the expression of *Fos*, *MMP2*, *MMP3*, *MMP9* and *MMP23B*. (Solid arrows show the confirmed findings while, dotted arrows show the hypothetical links, which needs to be validated. Name of genes written in italics have been confirmed at the RNA level while, other have been confirmed at the protein level.).

How the deposited data were processed for this re-analysis (not part of the article)

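RNA of both cell lines, JEG-3 and HTR-8/SVneo, untreated or treated with IL-11 at 200 ng/ml for 24 h, was measured on 4 Affymetrix Human Exon 1.0 ST arrays, 1 per condition. The authors corrected the probe signals by GC content, normalized and summarized them and deposited them as log2 values of exon-level probe sets. The paper's methods name GCRMA with RMA, and the submitters' processing notes name GCRMA, RMA and Affymetrix Power Tools. Versions, the genome build and the choice of probe sets are not given in the sources used here, so no coordinates are reported. The array medians were not equal, and no further scaling was applied to the values reported at the conclusions.

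Gene symbols came from the platform annotation. Of 3780 symbols, 486 were updated through the RefSeq gene names of GRCh38.p14, and 3757 of the symbols matched these names. Probe sets with several symbols or none were not used for genes, and 61 genes had a single probe set. The probe sets analysed hold part of the array, mostly genes of chromosomes 1 to 3, and of the 62 genes that the paper names for these arrays or for related measurements, 18 were measured and 44 are not analysed here.

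For each gene, the probe set with the highest mean over the 4 arrays was used, and differences of log2 values were computed between arrays. Genes were counted at the fold thresholds of the paper's methods for IL-11 (1.5-fold up, 0.5-fold down) and at 2-fold for the cell lines. The methods also name a Student's t test, which was not run on 1 array per condition. The named genes were the 10 largest rises and the 10 largest falls of each comparison among genes whose higher array lay above the median of all values, and the genes past the thresholds in opposite directions in the lines. Also named were the measured genes that the paper names in its paragraphs on the arrays, qRT-PCR and Western blots and in its discussion, and up to 4 members of each gene list described. The rule, the designs, the gene lists and most alternatives were set before the data were examined, but after the values in the paper's text had been read. Some members beyond this rule, in lists where a count was small, were chosen after their values were seen.

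Gene lists were described by the median of their measured members and its percentile among 10000 random lists of the same size, matched on mean signal in 20 bins, with percentiles below 2.5 or above 97.5 called outside. Of 42 lists, 40 had a measured member. By these limits alone, some of 40 lists would lie outside with no change of their own. In JEG-3, 2 lists lay above and 3 below, in HTR-8/SVneo 2 and 0, and between the untreated lines 2 and 6. The design set no minimum number of measured members. The lists were first run with a minimum of 5 and then of 3 members, and the reported values, with no minimum, follow the design as it was written.

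An additive model of cell line and treatment was fitted with limma 3.58.1 in R 4.3.3 to all 4 arrays, with 1 residual degree of freedom and Benjamini-Hochberg adjustment. Its residual holds the response to IL-11 that is specific to a line. With quantile or loess normalization, an intensity trend or the mean of the probe sets, limma's prior degrees of freedom were infinite. The residual of a gene then did not enter its own variance, which was pooled over genes. The fit was tested on simulated data in which it recovered 16, 49, 50 and 50 of 50 genes changed by 1, 2, 3 and 4 on the log2 scale, with 8 false calls. The simulated noise was independent between arrays and of the kind that limma assumes, with no response to IL-11 in either line. The numbers therefore describe data made to the model's assumptions and not its error rate on these arrays. The list step, tested on simulated lists of 15 members for the JEG-3 comparison, called 2, 22 and 48 of 50 lists above the random lists at shifts of 0, 0.25 and 0.50. For this the changes were shuffled over genes and members drawn at random, so trends with signal and correlation within a family were absent. Fewer random lists were used, and calls below were not counted. The numbers are therefore not the error rate for the real lists, many of which had fewer members. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

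The alternatives were median centring, quantile and cyclic loess normalization of the arrays, a filter on dim genes, a floor at the lower quartile of all values (5.28), every probe set in place of genes, the mean or the median of the probe sets of a gene, and other fold thresholds. For the cell lines, the arrays of treated cells and the mean of both arrays of a line were compared as well. The change of a line was also correlated across genes with the difference between the lines, each line taken as the mean of both its arrays. As these share arrays, unchanged cells were simulated in 100 draws that put the changes, shuffled over genes, in as noise, either equally on both arrays of the line or all on its control array, and for JEG-3 also with the trends taken off as in the observed values.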

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

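Of the tests described here, the comparison of the lines over different probe sets of each gene was set before its result was seen, and the other tests were chosen after the results were seen. In 4 genes the change after IL-11 was past the thresholds in opposite directions in the cell lines, with 1 array each, so that the difference was not tested. Independent lists of the same sizes would share 2.42 genes that rose in JEG-3 and fell in HTR-8/SVneo, against 2 seen, and 0.61 of the other kind, against 2 seen. The JEG-3 change minus the HTR-8/SVneo change was 1.90 for B3GALT2, 1.94 for CP, -2.72 for FAM138D and -3.80 for SUMO1P3 on the log2 scale.

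More genes passed the thresholds after IL-11 in JEG-3 than in HTR-8/SVneo. With the spread between the probe sets of a gene taken off, the SD of the gene changes was 2.34 times as large in JEG-3 (95% bootstrap interval over genes 2.25 to 2.44), which argues against noise of single probe sets as the whole cause. With trends of the change with signal level and gene span taken off as well, the ratio was 2.13 (2.01 to 2.26), which argues against those trends as the whole cause. A stronger response of JEG-3 cells to IL-11 and a difference in handling of single arrays stay open and were not tested.

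The changes in the lines correlated across genes, which are not independent replicates. With trends with level and span taken off, r by the mean of the probe sets was 0.477 (95% interval 0.449 to 0.504), so these trends do not account for all of it. In a further comparison, the JEG-3 change of each gene came from one part of its probe sets and the HTR-8/SVneo change from the other part. The r was then 0.389 (0.357 to 0.420), against 0.476 within the same part, with no trends taken off. This argues against sequence effects particular to single probe sets as the whole cause. Sequence effects common to the probe sets of a gene would pass this comparison and were not tested. A shared response to IL-11 and a shared effect of processing the treated arrays stay open and were not tested.

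By the mean of the probe sets, the change in JEG-3 correlated across genes with the difference of HTR-8/SVneo from JEG-3, each line taken as the mean of its 2 arrays, with an r of 0.361 and a covariance of 0.128. In simulations of unchanged JEG-3 cells r was 0.0021 with both JEG-3 arrays equally noisy, but 0.228 (covariance 0.083) with all noise on the control array, which enters both sides. RNA of HTR-8/SVneo cells in the treated JEG-3 sample would raise probe sets that are bright in HTR-8/SVneo and dim in JEG-3. It would lower those of the opposite kind by as large a share. Over 33 of the first kind the median gain was 0.217% (95% interval -0.148 to 0.396). Over 37 of the second kind the median loss was 13.57% (6.43 to 19.3). However, dim in JEG-3 was set by the mean of both JEG-3 arrays, so probe sets that gained much were largely left out. The treated array also had a lower median than its control, which gives a loss by itself. The values therefore cannot decide on such mixing. The 37 probe sets come from 14 genes, and 14 of them from LRP2. With the trend of the change with signal level taken off, r was 0.144 (0.115 to 0.172), and 0.160 with that of span as well. The level is the JEG-3 mean that also enters the line difference, so a real move towards HTR-8/SVneo is itself a trend with level. The drop in r therefore cannot tell a trend with level from such a move. The r that was left stays open as well. Unchanged cells with all noise on the control array gave 0.165 (0.131 to 0.193) with the trend with level taken off.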

How the results depend on the processing

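The median of the probe sets, a minimum of list members, an unadjusted p alone, and the mean of the probe sets in the limma model and in the relation to the other line were added after the data were seen; the other alternatives were planned. No paired analysis was possible on replicate numbers because there is 1 array per condition; limma's additive model sets the arrays of a line against each other. Of 114 values of named genes, 67 were past a threshold and 47 were not. Under centring, quantile and loess normalization all 114 moved by less than 1.5-fold, and none of the 67 changed sign, but 7, 6 and 6 of the 47 did. Under these, 5, 7 and 5 of 10 named falls in JEG-3 and 3 of 9 each in HTR-8/SVneo did not reach 0.5-fold. With the floor, 110 moved by less than 1.5-fold and none changed sign. By the mean of the probe sets, 65 of the 114 moved by less than 1.5-fold, 15 of the 47 changed sign, and so did 6 of the 67: UBE4B (-0.34), PHC2 (-0.058) and PCNX2 (-0.025) in JEG-3, and RGSL1 (-0.030), IKZF2 (-0.038) and LYG2 (-0.094) in HTR-8/SVneo. Of 88 values of list members past a threshold, some also among the 114, 42 passed it by the mean too and 5 changed sign, among them SDC1 (-0.085) in JEG-3, GYPC (-0.11) in HTR-8/SVneo and PIK3CA (-0.058) between the lines. Dim signals near background limit small differences. The causes of the moves below were not tested, except where a threshold or the unit counted sets them.

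For IL-11 in JEG-3, genes higher were 993 with centring, 914 with quantile and 831 with loess normalization, 61 by the mean and 214 by the median of the probe sets, 6343 of every probe set and 77 at 2-fold. Genes lower were 10, 9, 14, 70, 170 and 6846 in that order, and 191 at a fall to 1/1.5. In HTR-8/SVneo, genes higher were 202, 192 and 172 with centring, quantile and loess normalization, 15 by the mean, 3446 of every probe set, 35 without dim genes and 10 at 2-fold, and genes lower were 12, 12, 13, 1, 2659 and 9, with 11 under the floor and 124 at a fall to 1/1.5. Between the untreated lines, genes higher were 380 with quantile and 382 with loess normalization, 5968 of every probe set, 628 at 1.5-fold and 75 at 4-fold, and genes lower were 479 by the mean, 540 by the median, 10399 of every probe set, 550 at 1.5-fold and 64 at 4-fold.

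Genes past the thresholds in both lines in the same direction were 97, 86 and 72 with centring, quantile and loess normalization, 4 by the mean, 1768 of every probe set, 12 without dim genes, 51 at a fall to 1/1.5 and 2 at 2-fold. In opposite directions they were 2 with quantile normalization, 0 with the floor, 1 by the mean, 459 of every probe set, 0 without dim genes, 15 at a fall to 1/1.5 and 2 at 2-fold. The r between the lines was 0.50 by the mean, and that of JEG-3 towards HTR-8/SVneo 0.36 against 0.18 at the brightest probe set (HTR-8/SVneo towards JEG-3 -0.07); with no change and all noise on the control array these would be 0.233, 0.256 and 0.182.

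In limma, genes higher in HTR-8/SVneo were 604 with quantile and 642 with loess normalization, 583 by the mean and 191 at an unadjusted p with fold thresholds, and genes lower were 1025 by the mean and 251 at an unadjusted p with fold thresholds. At an unadjusted p alone they were 567 higher and 674 lower, 930 and 437 with quantile and 980 and 431 with loess normalization, and 662 and 1144 by the mean. For an IL-11 effect common to both lines, limma called 0 genes higher and 0 lower, with 264 and 183 at an unadjusted p under 0.05. It called 152 and 12 with quantile, 128 and 12 with loess normalization, 41 and 35 with an intensity trend, 17 and 408 by the mean, and 122 and 7 at an unadjusted p with fold thresholds. Lists above the random lists in JEG-3 were 1 with quantile, 1 with loess normalization, 4 by the mean of the probe sets and 1 by the mean of the list, against 2, the extracellular matrix being lost under quantile and loess normalization and by both means. For the untreated lines they were 7 by the mean of the probe sets and 4 by the mean of the list, against 2, and lists below were 2 by the mean of the probe sets and 3 with at least 5 measured members, against 6. Below in HTR-8/SVneo was 1 list by the mean of the list, insulin signaling (percentile 0.58), against 0; in JEG-3 it replaced proliferation by that mean (percentile 2.12).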

Differences from the paper's values

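The paper's counts are for the whole array with a p filter, and those here for 3774 genes with fold thresholds alone. A count close to the paper's or far from it is therefore no measure of agreement. After IL-11, 435 genes were higher in JEG-3 and 74 in HTR-8/SVneo, against 314 and 75 in the paper. After IL-11 in JEG-3, 31 genes were lower, against 313 in the paper, and in HTR-8/SVneo 21, against 54 in the paper. Between the untreated lines, 234 genes were higher in HTR-8/SVneo and 277 lower, against 1176 and 1334 in the paper. None of the alternatives set before the data were examined brought the counts of lower genes after IL-11, or either count between the untreated lines, within 1.5 times of the paper's. The limma model, a different test, came within 1.5 times of the paper's 2-fold counts only with no fold threshold, in settings chosen after the values were seen. By the mean of the probe sets it called 1025 genes lower in HTR-8/SVneo, and 1144 at an unadjusted p under 0.05, against the paper's 1334. TIMP4, the 1 measured gene that the paper names as lower, was among both. At 2-fold and an unadjusted p under 0.05, the like measure, 371 genes were lower by the mean of the probe sets. Genes higher at 2-fold and that p were 253 with quantile and 258 with loess normalization. At an unadjusted p under 0.05 with no fold threshold it called 930 genes higher with quantile and 980 with loess normalization, against the paper's 1176. These fits did not call 3 of the 7 measured genes that the paper names as higher (MMP23B, ITGA4 and CSF1), nor did the fit to the deposited values. By the mean of the probe sets, limma called 6 of the 7, ITGA4 and CSF1 among them.

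The paper gives MMP23B, JUN, SCG2, WNT5A and IL37 as lower in HTR-8/SVneo after IL-11. It named them from the same arrays, so their directions are no independent check. All 5 were below 0 in the values as deposited, at the brightest probe set and by the mean of the probe sets, but none was at 0.5-fold or less there, and MMP23B, JUN and WNT5A were above 0 at the brightest probe set under each of the 3 normalizations. In JEG-3, where the paper gives all 5 as higher, JUN, SCG2 and WNT5A did not pass 1.5-fold, which SCG2 did at 0.81 with median centring, 0.75 with quantile and 0.63 with loess normalization. IGFBP2 and IGFBP5, given as higher in JEG-3, did not pass 1.5-fold, which IGFBP2 did at 0.67, 0.69 and 0.68 under the same normalizations.

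In the paragraph on mucins, the paper proposes from the arrays that MUC1 is lower in HTR-8/SVneo after IL-11. In the list of genes raised in JEG-3, it gives MUC1 as not significantly altered in HTR-8/SVneo. In that line the brightest probe set of MUC1 had 0.23, and the mean of the probe sets was -0.10. PDPN is given as not significantly altered on the arrays. Its brightest probe set did not pass 1.5-fold, but did with median centring, in JEG-3 at 0.63 and in HTR-8/SVneo at 0.59, and in JEG-3 also with quantile (0.65) and loess (0.64) normalization.

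Of the 28 genes given as higher in untreated HTR-8/SVneo cells, 7 were measured, of which 6 were above 0 and 4 past 2-fold at the brightest probe set. The exception in direction was CSF1 at -0.13, with a mean of the probe sets of 2.62 and 0.15 with quantile, 0.17 with loess and 0.0031 with median centring. MMP23B passed 2-fold at 1.02 with quantile and 1.01 with loess normalization, and ITGA4 by the mean at 1.74. Of the 15 genes given as lower, TIMP4 was measured. Its brightest probe set was 0.47 higher, and the mean was -1.61. Of the pathways given as higher in HTR-8/SVneo, MAPK signaling, focal adhesion, chemokines and TGF beta signaling lay within the random lists at the brightest probe set and by the mean, cytokines did at the brightest probe set but lay above by the mean, and extracellular matrix genes lay above by both. The lists for the pathways given as higher in JEG-3 lay within the random lists by both. The paper ran DAVID on the genes that differed over the whole array, which is an unlike measure. Of the listed genes, 4 of 54 were measured for MAPK signaling, 5 of 38 for focal adhesion, 4 of 29 for chemokines and 13 of 40 for TGF beta signaling. A place within the random lists therefore does not speak against a pathway.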

Other observations

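The gene families named by silent or abundant expression below, and the split by signal level, were chosen after the data were seen. Some genes of glucose and sterol metabolism were lower in untreated HTR-8/SVneo than in JEG-3 cells at the brightest probe set, but not most of those measured. As the lines were kept in different media, an effect of the medium cannot be told apart from one of the line. Of 7 measured genes of hypoxia and glycolysis, 2 were lower, HK2 and SLC2A1, and none was higher, with a median of -0.59 at percentile 0.69 of the random lists, and PFKFB4 had -0.98, ENO1 -0.59 and TPI1, which has pseudogenes, 0.01. Of 3 genes of cholesterol synthesis, HSD17B7 was lower at -1.80, with FDPS at -0.82, PMVK at 0.14 and a median at percentile 2.495, at the limit of the random lists. Of 3 genes of amino acid and unfolded protein stress, SESN2 and PHGDH, an enzyme of serine synthesis, were lower at -1.11 each, with a median at percentile 1.50. Of 18 genes of cytosolic ribosomal proteins, RPL10A was lower at -1.02 (mean of its probe sets -0.59) and none was higher, with a median of -0.29 at percentile 1.56. SESN2, PHGDH and RPL10A did not reach 2-fold under median centring, quantile or loess normalization. None of these 4 lists lay outside the random lists by the mean of the probe sets, nor did cholesterol synthesis with quantile or loess normalization, without dim genes or by the mean of the list, or the stress list by the mean of the list (percentile 6.51). In JEG-3 after IL-11, HOX genes lay within the random lists with a median of 0.18, but above them by the mean of the probe sets, at 0.40.

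Of other genes that the paper discusses, the integrin chains ITGAV and ITGA6 had changes of 0.06 and -0.31 in JEG-3 after IL-11, with means of the probe sets of -0.60 and -0.66, and of -0.07 and 0.16 in HTR-8/SVneo, with means of -0.20 and -0.26. ITGAV was above 0 in HTR-8/SVneo at the brightest probe set under median centring, quantile and loess normalization. By qRT-PCR, the paper reports no significant change of either chain after IL-11. In untreated HTR-8/SVneo against JEG-3, ITGA6 had -0.59, with a mean of -1.23 ± 0.46 and 20 of 31 probe sets at least 2-fold lower. ITGAV had 0.40 there, with a mean of -0.16 ± 0.34. PIAS3, an inhibitor of STAT3, had changes of 0.08 in JEG-3 and 0.36 in HTR-8/SVneo after IL-11, with means of -0.40 and 0.01. In untreated cells it was 0.89 higher in HTR-8/SVneo, with a mean of 0.69 ± 0.53 and 4 of 18 probe sets past 2-fold. These are RNA values, while the paper measured the protein, which was almost absent from JEG-3 cells.

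By the mean of the probe sets, the change after IL-11 in JEG-3 went with the signal. Its median was 0.15 in the fifth of genes with the lowest signal and -0.34 in that with the highest, while in HTR-8/SVneo the medians were 0.00 and -0.18. The median over 51 olfactory receptor genes, which most cells do not express, was 0.20 in JEG-3, with 41 above 0, and over 27 genes of the cornified envelope and gamma crystallins it was 0.41, with 23 above 0. Over the 18 ribosomal protein genes it was -0.49, with none above 0. These directions in JEG-3 held under centring, quantile and loess normalization. In HTR-8/SVneo, the medians were 0.05, 0.08 and -0.01, and the last became 0.14, 0.08 and 0.07 under these normalizations.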
